# Two-step regulation by matrix Gla protein in brown adipose cell differentiation

**DOI:** 10.1016/j.molmet.2024.101870

**Published:** 2024-01-04

**Authors:** Li Zhang, Xinjiang Cai, Feiyang Ma, Xiaojing Qiao, Jaden Ji, Jocelyn A. Ma, Laurent Vergnes, Yan Zhao, Yucheng Yao, Xiuju Wu, Kristina I. Boström

**Keywords:** Brown adipogenic differentiation, Matrix Gla protein (MGP), Bone morphogenetic protein signaling, Gene deletion, Single-cell sequencing analysis

## Abstract

**Objective:**

Bone morphogenetic protein (BMP) signaling is intricately involved in adipose tissue development. BMP7 together with BMP4 have been implicated in brown adipocyte differentiation but their roles during development remains poorly specified. Matrix Gla protein (MGP) inhibits BMP4 and BMP7 and is expressed in endothelial and progenitor cells. The objective was to determine the role of MGP in brown adipose tissue (BAT) development.

**Methods:**

The approach included global and cell-specific Mgp gene deletion in combination with RNA analysis, immunostaining, thermogenic activity, and *in vitro* studies.

**Results:**

The results revealed that MGP directs brown adipogenesis at two essential steps. Endothelial-derived MGP limits triggering of white adipogenic differentiation in the perivascular region, whereas MGP derived from adipose cells supports the transition of CD142-expressing progenitor cells to brown adipogenic maturity. Both steps were important to optimize the thermogenic function of BAT. Furthermore, MGP derived from both sources impacted vascular growth. Reduction of MGP in either endothelial or adipose cells expanded the endothelial cell population, suggesting that MGP is a factor in overall plasticity of adipose tissue.

**Conclusion:**

MGP displays a dual and cell-specific function in BAT, essentially creating a “cellular shuttle” that coordinates brown adipogenic differentiation with vascular growth during development.

## Highlights

• Matrix Gla protein (MGP) coordinates brown adipogenesis at two essential steps by regulating bone morphogenetic proteins.
• Endothelial-derived MGP limits triggering of white adipogenesis in brown adipose tissue.
• MGP derived from adipose cells supports transition of CD142+ cells to brown adipocytes.
• Reduction of MGP expands adipose capillary growth.

## 1 Introduction

Adipose tissue is commonly categorized into three types, white, beige, and brown adipose tissue, based on morphology, function and anatomical locations [1]. White adipose tissue (WAT) stores energy and supplies fuel. WAT is highly plastic, accounting for 3 %–70 % of overall body composition in well-trained lean athletes and morbidly obese individuals, respectively [2], and is mainly located in visceral and subcutaneous sites. In contrast, brown adipose tissue (BAT) is essential in thermoregulation [[3], [4], [5]], and helps maintain the body temperature through non-shivering thermogenesis [6,7].

BAT develops fully prior to birth but continues to grow, mainly due to cell proliferation until postnatal day (p)14, and thereafter by increasing the lipid content [8]. BAT is abundant in the interscapular and perirenal locations in human infants, whereas adult human BAT is found mainly in the cervical, supraclavicular and paravertebral regions [3,9]. In mice, the interscapular and perirenal BAT are composed of classical brown adipocytes, whereas beige adipocytes that are highly recruitable in “browning” of WAT are found in the subcutaneous anterior and inguinal depots [3,9]. BAT has been extensively discussed as a potential target for treatment of obesity and metabolic syndrome [3,10].

BAT is a highly vascularized tissue, which supports the function of thermogenesis [3]. Adipose tissue explants and adipocytes can trigger blood vessel formation, whereas endothelial cells (ECs) can promote preadipocyte differentiation [11,12]. In embryonic development, a stable capillary network precedes the differentiation of adipocytes [13]. In mouse gonadal fat, a dense vascular network expands quickly between p0 and p5, which gives rise to the adipocytes [14]. *In vitro*, human adipose endothelium promotes the proliferation of preadipocytes [15], and creates a vascular niche containing the progenitor cells [[16], [17], [18], [19]].

A hierarchy of adipose stem and progenitor cell (ASPC) populations has been proposed for the WAT that includes adipose stem cells (ASCs) (dipeptidyl peptidase-4 (DPP4)+, CD55+), pre-adipocytes (intercellular adhesion molecule 1 (ICAM1)+) and adipogenesis regulators (Aregs) (CD142+, also referred to as F3+) [1,20]. The expression pattern of *Dpp4* or platelet-derived growth factor receptor A (*Pdgfra*) in the ASCs suggests that ASCs are the most stem-cell like ASPCs, which are thought to give rise to ICAM1+ pre-adipocytes and CD142+ Aregs [20], potentially with interconversion between the two. It is not clear whether the hierarchy of ASPCs or individual cell types follow the same pattern in BAT.

The bone morphogenetic proteins (BMPs) play several important roles in adipogenesis [21,22] and angiogenesis [23]. White adipogenesis is enhanced by BMP2 and BMP4 [24], whereas BAT is dependent on BMP7 signaling for induction of appropriate brown adipogenesis [25,26], and drive human adipogenic stem cells into beige adipocytes [27]. BMP8b, closely related to BMP7, has also been shown to modulate thermogenesis in BAT and promote vascular sprouting [28,29]. *In vitro*, BMP4 and BMP7 are able to induce white to brown transition in murine and human white preadipocytes [30], whereas BMP7 promotes brown adipogenesis in brown preadipocytes and BMP4 suppresses expression of the thermogenic uncoupling protein 1 (*Ucp1*) [30].

Matrix Gla protein (MGP) is an efficient inhibitor of several BMPs including BMP2, BMP4 and BMP7 [[31], [32], [33]]. MGP is recognized as a vascular morphogen that is able to regulate both endothelial lineage, morphology, and the emergence of arterial calcification [[33], [34], [35], [36]]. Its function can be disrupted by warfarin interfering with the gamma-carboxylation of MGP [31], as well as genomic mutations and hereditary deficiencies [37]. Previous results indicated that MGP is expressed in human pre-adipocytes and associated with pre-adipogenic events in WAT, but decreases during adipocyte differentiation [38,39]. In addition, the expression is depot-dependent, with high expression in visceral adipose tissue [39,40]. Serum levels of inactive MGP has also been associated with visceral adipose tissue [39], suggesting that MGP may be involved in adipose regulation. However, its role in brown adipose development has not been reported.

In this study, we show that MGP has a dual and cell-specific function in BAT. Endothelial MGP limits whitening of BAT and supports brown adipogenesis, whereas progenitor cell-derived MGP promotes brown preadipocyte maturation.

## 2 Material and methods

*Key Resources* – see Supplemental Table 1.

### 2.1 Contacts for reagent and resource sharing

Requests for further information, resources, and reagents should be directed to corresponding authors Li Zhang () and Kristina I. Boström (). Sharing of primary samples is based on availability, and may be subject to Material Transfer Agreements (MTAs) and will require appropriate research ethics board certifications.

### 2.2 Animals

*Mgp*^*+/-*^ mice (B6.129S7-Mgptm1Kry/KbosJ, Stock No: 023811) Genotypes were confirmed by PCR [65], *Adipoq*^*Cre*^ (B6.FVB-Tg(Adipoq-cre)1Evdr/J, Stock No: 028020), *Adipoq*^*ERT2*^(C57BL/6-Tg(Adipoq-icre/ERT2)1Soff/J, Stock No: 025124), *mTmG* (B6.129(Cg)-*Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato,-EGFP)Luo*^/J, Stock No: 007676), *VE-Cadherin*^*Cre*^ (B6.FVB-Tg(Cdh5-cre)7Mlia/J, Stock No: 006137). The *Mgp*^*flox/flox*^ (*Mgp*^*fl/fl*^*)* mouse was generated through our laboratory as previously described [66]. All mice were exposed to a standard 12h:12h light/dark cycles and fed a standard chow diet (Diet 8604; HarlanTeklad Laboratory). There were no significant differences in the phenotype or growth curves of female and male mice (Supplemental Figure 3). Therefore, male mice were included in this study. The studies were reviewed and approved by the Institutional Review Board and conducted in accordance with the animal care guidelines set by the University of California, Los Angeles. The investigation also conformed to the standards of National Research Council, *Guide of the Care and Use of Laboratory Animals, Eight Edition* (Washington, DC; The National Academies Press, 2011).

### 2.3 Body fat determination

Whole body fat, fluids, and lean muscle mass of mice were determined, each week one time, started from week one, using a Bruker Optics Minispec NMR analyzer (Billerica, MA) in accordance with the manufacturer's recommendations.

### 2.4 Stromal vascular fraction (SVF) cells

Isolation of SVF cells from interscapular brown adipose tissue (iBAT) was performed using a modification of methodology described previously [67]. Briefly, the iBAT was dissected, and the white adipose tissue (WAT) was carefully removed. The iBAT was subsequently minced and digested in 0.1 % (w/v) collagenase II solution (Sigma C6885) at 37 °C for 45 min with gentle agitation. Dulbecco's Modified Eagle Medium (DMEM) supplemented with 20 % fetal bovine serum (FBS) was used to stop the digestion. The digested iBAT was filtered through a 100 μm-cell strainer and centrifuged at 1000 rpm for 5 min; the pelleted layer contained the SVF and blood cells. Erythrocyte lysis buffer was used to disrupt red blood cells. The SVF cells were subsequently washed twice with FACS buffer (5 mm EDTA in 2 % BSA in Dulbecco's Phosphate-Buffered Saline (DPBS), pH 7.4).

### 2.5 Pre-BAT cells

The pre-BAT cells are a mouse brown pre-adipocyte cell line that was generously provided by the laboratory of Dr. Aldons J. Lusis at UCLA [68]. The pre-BAT cell line was derived from the SVF of mouse iBAT and immortalized by infecting the SVF with a retroviral vector expressing the SV40 T antigen. The pre-BAT cells were cultured as previously described [68] in growth medium containing 10 % FBS and 100 U/ml of both streptomycin and penicillin in high glucose DMEM. For adipocyte differentiation experiments, pre-BAT cells were plated in 12-wells plate at a density of 5 × 10^5^ cells per well. When the cells were almost 100 % confluent (day 0), the cells were treated with induction media, which consisted of growth media supplemented with 5 mg/mL insulin, 125 mM indomethacin, 1 nM 3,3’,5-Triiodo-l-thyronine (T3), 2 mg/mL dexamethasone, 0.5 mM 3-Isobutyl-1-methylxanthine (IBMX), and 0.5 mM Rosiglitazone for 48 h (day 0 to day 2). After 48 h, the cells were switched to maintenance medium, which consisted of the growth media supplemented with 5 mg/mL insulin, 1 nM T3, and 0.5 mM Rosiglitazone for 10 days (day 3 to day 12), with change of medium every 2 days.

### 2.6 ShRNA lentiviral particle transfection

MGP shRNA (sc-44627-v) and control shRNA (sc-108080), both from Santa Cruz Biotechnology, were transfected using 5 ug/ml Polybrene according to manufacturer's instructions. Puromycin was used for selection of stable clones. For determination of MGP shRNA knockdown efficiency, qRT-PCR was performed using primers listed in Table S1.

### 2.7 Fluorescence-activated cell sorting (FACS)

FACS analysis was performed as previously described [69]. See Supplemental Table 1 for antibody information. SVF cells from 4 weeks male iBAT were pooled and resuspended in FACS buffer (5 mm EDTA in 2 % BSA in DPBS, pH 7.4) for staining with following antibodies for 1 h at 4 °C in the dark: CD45-APC (1:100), CD31-PE (1:200), DPP4/CD26 Alexa Fluor 594 (1:100), ICAM1 Alexa Fluor 647 (1:100), and CD142 (1:100). The secondary antibodies used for CD142 were chicken anti-rabbit lgG (1:400) for 30 min. 4’,6-diamidino-2-phenylindole (DAPI, 1:5,000), which was used to stain dead cell, was added during the last 10 min. The SVF cells were washed three times with the FACS buffer to remove unbound antibodies. Flow cytometer gates were set using unstained cells as controls. Cells were gated by forward scatter versus side scatter to eliminate debris. DAPI-negative live cells were used for continued analysis. A minimum of 10,000 events were counted for each analysis. All FACS experiments were performed with a flow cytometer (LSR II; BD Biosciences). FACS results were exported and analyzed using FlowJoTMv10.7 software.

### 2.8 Vascular shunting

Fluorescent microspheres (15 μm FluoSpheres™, Invitrogen) were injected into the left ventricle immediately after sacrificing the mice, and iBAT was examined and photographed under fluorescence microscopy.

### 2.9 Immunoblotting

After euthanasia mice, the iBAT was immediately dissected and carefully separated from WAT. The tissues were frozen directly in liquid nitrogen and stored at −80 °C until use. Approximately 100 mg iBAT from three mice of the same genotype was homogenized in 800 μl RIPA buffer with phosphatase inhibitor (Roche, 1:100) and protease inhibitor (Roche, 1:100). Immunoblotting was performed as previously described [68] using nitrocellulose membranes. See Supplemental Table 1 for antibody information. The following primary antibodies from Cell Signaling Technology (CST) were diluted 1:1,000: FABP4, ACACA, FASN, Adiponectin, PPARγ, HSL, phospho(p)-HSL, SMAD1, phospho(p)-SMAD1/5, SMAD4. The primary antibodies against GAPDH from CST were diluted 1:5000. The primary antibodies against UCP1 from Abcam were diluted 1:2,000. The following day, the nitrocellulose membranes were washed with Tris-Buffered Saline with Tween (TBST) for 10 min each time, repeated 3 times, and incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies for 1 h at room temperature. The nitrocellulose membranes were then washed 3 times in TBST, 10 min each time, and exposed in the ChemiDoc™ MP Gel Imaging System (Bio-Rad). The protein bands were quantified using ImageJ Software.

### 2.10 Immunofluorescence

Immediately after euthanasia using isoflurane, the mice were perfused with 50 ml of 1x phosphate-buffered saline (PBS) per mouse, and the iBAT was dissected and fixed in 4 % paraformaldehyde overnight. After washing twice with fresh water, the tissue was dehydrated and embedded in paraffin. Sections (5 μm) were cut from the paraffin blocks, and subsequently dewaxed, rehydrated and antigens were retrieved using unmasking solution. Sections were then incubated with primary antibodies. See Supplemental Table 1 for antibody information. The following antibodies were used: Perilipin1 (CST, 1:500), CD31 (R&D systems, 1:200), CD142 (Sino Biological, 1:50), MGP (Abcam, 1:2000), ICAM1 (Proteintech, 1:200), incubated at 4 °C overnight. Alexa Fluor–conjugated secondary antibodies (1:500, Invitrogen) were applied and the sections were co-stained with DAPI (Sigma–Aldrich, 1:5,000). Staining without antibodies and with lgG primary antibodies served as controls. Image acquisition was acquired with an inverted Nikon Eclipse Ti–S microscope (Nikon Corporation, Tokyo, Japan) or performed as Z-stacks using a LSM510 Meta confocal laser scanning microscope (Carl Zeiss, Jena, Germany) and the ZEN black software. Immunostaining was analyzed by ImageJ software.

### 2.11 Oil Red O and BODIPY™ 493/503 staining

After induction of pre-BAT cells to mature adipocytes, the cells were washed twice with 1xPBS, fixed in 4 % paraformaldehyde, and stained with Oil Red O as previously described [70]. To quantify the Oil Red O staining, the dye was eluted from the cells by 2-propanol, and the absorbance was measured at 518 nm. The 2-propanol served as the blank control. Staining with BODIPY™ 493/503 was performed after the same fixation as per the manufacturer's instructions.

### 2.12 BAT activity

Male mice of 4 weeks of age underwent cold treatment at 4 °C for 4 h as previously described [55]. Subsequently, each mouse received one injection of approximately 88 μCi of ^18^F-Fludeoxyglucose (^18^F-FDG) via the tail vein. An interval of 1 h for uptake was allowed between probe administration and micro-positron emission tomography (micro-PET)/micro-computed tomography (micro-CT) scanning. Image acquisition and reconstruction were performed as previously described [55]. Briefly, mice were placed in a dedicated imaging chamber designed for use for both the CT and PET systems. Data were acquired by using a GENXT PET/CT (Sofie Biosciences, Culver City, CA) for 15 min. PET and CT images were analyzed using Amide Software (version 1.16).

### 2.13 Electron microscopy

Fresh iBAT was cut to small pieces and fixed with 2.5 % glutaraldehyde and 3 % paraformaldehyde for 1 h at room temperature. The iBAT samples were prepared and imaged by transmission electron microscopy as previously described [71].

### 2.14 Quantitative reverse transcription polymerase chain reaction (RT-qPCR)

Total RNA was extracted from cells or iBAT using RNeasy mini kits (Qiagen) and RNeasy lipid tissue Mini Kits. CDNA was generated with high-capacity cDNA reverse transcription kits (Thermo Fisher Scientific) following the manufacturer's instructions. RT-qPCR was performed on a 7500 Fast Real-Time PCR System (Applied Biosystems) using TaqMan Universal PCR Master Mix (Thermo Fisher Scientific). Cycle conditions included one cycle at 50 °C for 2 min, one cycle at 95 °C for 10 min, and then 40 cycles at 95 °C for 15 s and 60 °C for 1 min. Threshold cycles of specific cDNAs were normalized to the housekeeping gene *Gapdh* and translated to relative values. See Supplemental Table 2 for primers used in qPCR.

### 2.15 RNA-seq library preparation and analysis

Total RNA from iBAT derived from 5 pairs of male global *Mgp* knock-out (*Mgp*-KO) and wild type mice was extracted using RNeasy micro-kits (Qiagen). RNA concentration and quality were assessed using NanoDrop™ 2000 (Thermo Fisher Scientific). Libraries were sequenced using the Illumina HiSeq 3000 System to a depth of approximately 20 million reads per library with single read of 50 base pairs. The reads were mapped with STAR 2.5.3a to the mouse genome (mm10) for the mouse cell libraries. The counts for each gene were obtained using --quantMode GeneCounts in STAR commands, and the other parameters during alignment were set to default. Counts normalized by sequencing depth were obtained using DESeq2 (version 1.38.3) estimateSizeFactors function with default parameters. Normalized counts were further log10 converted in R with command log10(x+1). Principle component analysis was performed on the log10 normalized counts using the R function prcomp with default parameters. Differential expression analyses were carried out on the raw counts using DESeq2 with default parameters. Genes with adjusted p value < 0.05 were considered as significantly differentially expressed. The differential expression genes (DEGs) were subjected to Gene Ontology (GO) enrichment analysis and molecular process analysis by g:Prolifer [45] and enrichR [46]. Heat maps were generated by Heatmapper [72].

### 2.16 Single cell RNA-seq analysis and pseudotime trajectory construction

Single cell RNA-seq data were acquired from Gene Expression Omnibus (GEO) database with accession number GSE207707. We used the datasets of stromal/stem cells (ASCs) and vascular cells derived from iBAT. The R package Seurat (v4.3.0) was used to cluster the cells and visualize the gene expression. Cells were first quality filtered to have more than 200 detected genes, less than 15,000 RNA counts and 10 % of mitochondrial genes. Data were transformed and regressed out the mitochondrial genes. The data from two replicates in room temperature condition were integrated and dimensional reduction, cell clustering, and data visualization were performed using t-stochastic neighboring embedding (tSNE). A subset of brown adipose progenitor cells and pre-adipocytes were further analyzed to construct single cell trajectories using the R package Monocle3 (v1.3.1). The cells were ordered along a learned trajectory and the expression dynamics of interested genes were plotted along the pseudotime.

### 2.17 Data availability

The RNA sequencing data sets of male iBAT from wild-type and *Mgp*-KO mice are accessible from GEO database with accession number GSE233274.

### 2.18 Statistics

Statistical analyses were performed using GraphPad InStat (version 9.0; Graph Pad Software Inc.). Data were analyzed by either unpaired two-tailed Student's *t* test or one way AVOVA with Tukey's multiple comparisons test for statistical significance. Data are represented as mean ± SEM. *P* values of less than 0.05 were considered significant, and experiments were repeated a minimum of 3 times.

## 3 Results

### 3.1 Mgp expression in BAT

The BMPs are implicated in the development of BAT, with BMP7 being most strongly linked to brown adipogenesis [[25], [26], [27]]. However, it is relatively unknown whether individual BMP inhibitors such as MGP help coordinate the adipogenic process. To determine whether MGP plays a role in BAT, we first examined the MGP expression in the interscapular (i)BAT from wild-type and global *Mgp* knockout mice (*Mgp*-KO) mice between p1 to p28. Whereas no MGP was detected in the BAT of the *Mgp*-KO mice, expression of *Mgp* gradually increased and peaked around p16 in the wild-type mice (Figure 1A), which coincides with the end of the proliferative postnatal growth of BAT on p14 [8]. We also determined whether *Mgp* was expressed in the mature brown adipocytes using iBAT from *Adipo*^*CreERT*^*;mTmG* mice, where expression of the late adipocyte marker Adiponectin (*Adipoq*)-expressing cells abolish tdTomato expression but induce enhanced green fluorescent protein (eGFP) expression. The eGFP-positive mature brown adipocytes were isolated by FACS and confirmed to express *Mgp* by real-time PCR (qPCR) (Supplemental Figure 1 for experimental outline and results). We further examined expression of BMPs and BMP inhibitors reported in adipose tissue [21], including *Bmp2*, *Bmp4*, and *Bmp7*, which all peaked prior to *Mgp* (around day 9), and were enhanced by the *Mgp* deletion (Figure 1A). *Bmp6*, growth differentiation factor (*Gdf*)10 (also referred to as *Bmp3b*) and *Gdf5*, on the other hand, peaked at about the same time or later than *Mgp* and were less affected by *Mgp* deletion (Supplemental Figure 2A). *Bmp8a* and *Bmp8b* was not detected. The BMP inhibitors gremlin 1 (*Grem1*), Noggin (*Nog*), follistatin (*Fst*) and BMP and activity membrane bound inhibitor (*Bambi*) showed different patterns but were often enhanced in absence of MGP (Supplemental Figure 2A).

**Figure 1:**
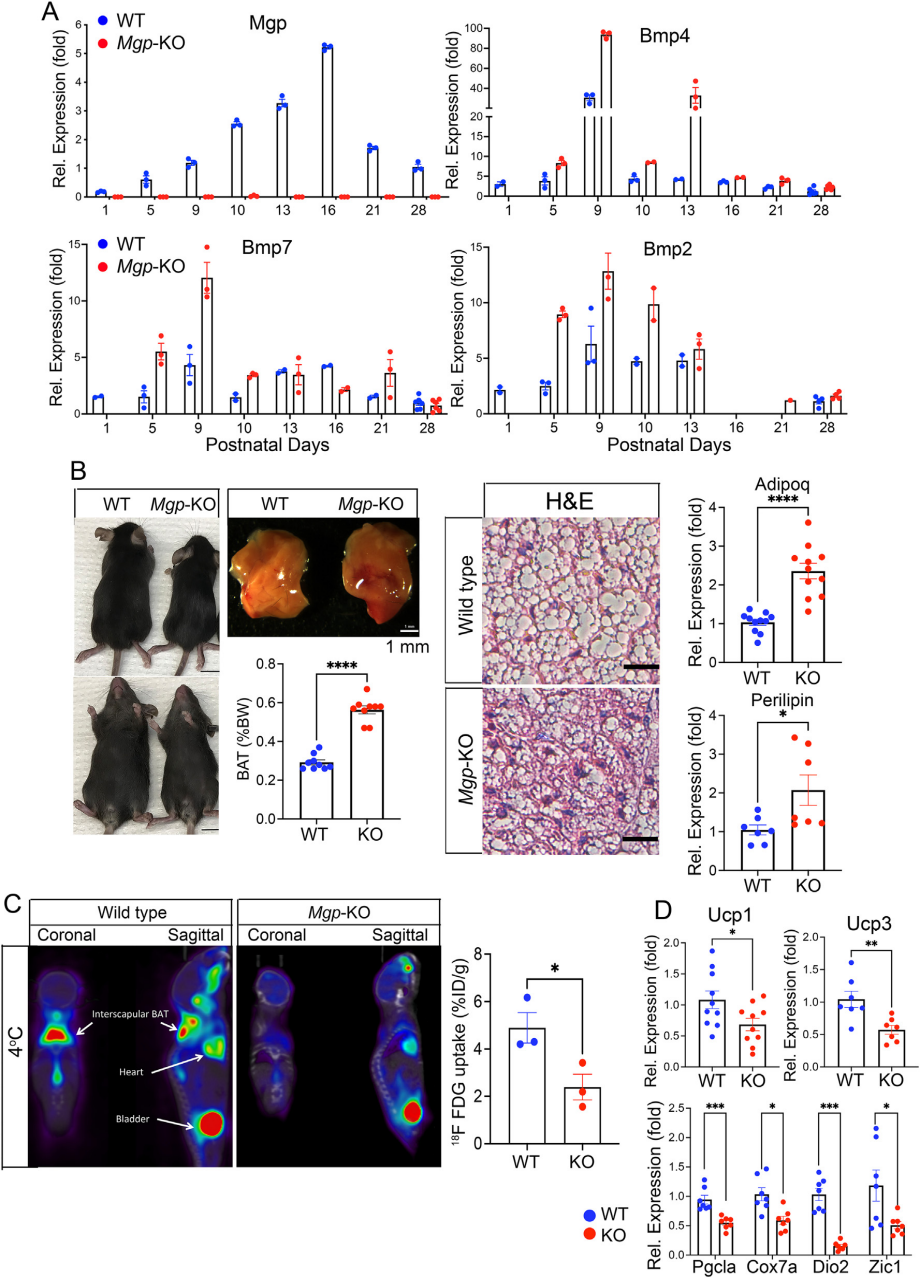
**Global MGP deficiency reduces brown adipose activity**. (**A**) Time course expression of *Mgp, Bmp4, Bmp7,* and *Bmp2* in iBAT from wild-type (WT) and global *Mgp*-knockout (KO) mice between postnatal day (p)1–28, as determined by qPCR. Expression is calculated as fold change compared to p1 (n = 3) **(B)** IBAT normalized to body weight in WT and KO mice at 4 weeks of age (left panels), H&E staining (middle panels; bars 25 μm) and expression of *Adipoq* and *Pln* in iBAT from WT and KO, as determined by qPCR (n ≥ 7 mice per group). (**C**) Reduced ^18^F-FDG uptake in KO mice as determined by ^18^F-FDG PET/CT and compared to wild-type (WT) mice (n = 3 mice per group). (**D**) Expression of the brown adipogenic markers *Ucp1*, *Ucp3*, *Pgcla*, *Cox7a*, *Dio7a* and *Zic1*, as determined by qPCR, in iBAT at 4 weeks of age (n ≥ 7 mice per group). Data are shown as mean ± SEM; (C, D, and E) unpaired two-tailed Student's *t* test, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001.

To determine if modulation of MGP influenced BMP-SMAD signaling during brown adipogenesis, we used the pre-BAT cells, an immortalized cell line derived from the iBAT stromal vascular fraction (SVF). The pre-BAT cells showed a gradual decrease of *Mgp* over 12 days while *Adipoq* was induced (Supplemental Figure 2B). We transfected the cells with *Mgp* shRNA, which reduced the MGP level to 10–15 % compared to control shRNA (Supplemental Figure 2C) and collected protein every two days for 12 days. Immunoblotting with densitometry showed a prolongation of the pSMAD1/5 activation when MGP was removed (Supplemental Figure 2D), supporting that MGP affects BMP signaling during early adipogenesis.

### 3.2 Global MGP deficiency alters the brown adipogenic phenotype

To examine the phenotype of the iBAT, we first focused on the global *Mgp*-KO mouse model. As previously reported, the *Mgp*-KO mice have limited life spans due to vascular disease [33,35]. When the *Mgp*-KO mice were allowed an *ad libitum* chow diet for up to 4 weeks, the percent fat gradually decreased, the percent lean mass increased, and the body weight remained about the same in both females and males (Supplemental Figure 3). Despite the gradual decrease in percent fat, we discovered that the *Mgp*-KO mice had an approximately 2-fold greater proportion of iBAT normalized to body weight.

The iBAT from the Mgp-KO mice showed enhanced expression of the adipocyte markers *Adipoq* and Perilipin (*Pln*), but less lipid accumulation as assessed by H&E staining (Figure 1C). Furthermore, the thermogenic activity was reduced in the *Mgp*-KO mice compared to wild-type controls at 4 weeks of age, as determined by ^18^F-FDG uptake at 4 °C (Figure 1D). A reduction was also observed in the expression of thermogenesis-related genes, including *Ucp1*, *Ucp3*, peroxisome proliferator-activated receptor-γ coactivator-1α (*Pgc1a*), cytochrome c oxidase subunit 7A (*Cox7a*), iodothyronine deiodinase 2 (*Dio2*) and zic family member 1 (*Zic1*), in the *Mgp*-KO mice (Figure 1E). Furthermore, electron microscopy revealed an increased number of similar-sized mitochondria in the *Mgp*-KO iBAT (Supplemental Figure 4A,B) but with minor changes in the expression of the mitochondrial transcription factor A (*Tfam*) and the nuclear respiratory factor 1 (*Nrf1*) (Supplemental Figure 4C). The results were consistent with a disruption of the normal brown adipogenic differentiation. Interestingly, the *Mgp* deletion also disrupted the aortic perivascular adipose tissue (PVAT), which mainly comprises BAT. It showed ^18^F-FDG uptake in the wild-type mice but not in the *Mgp*-KO mice (Figure 1D), and was more vascularized with less adipose elements (Supplemental Figure 5).

### 3.3 Global Mgp deficiency disrupts brown adipogenic maturation

MGP inhibits BMP4 [31], which is known to promote proliferation and commitment of early mesenchymal stem cells to preadipocytes [41]. To determine if the loss of MGP influenced the brown progenitor stage, we compared the lineage markers in *Mgp*-KO and wild-type iBAT. We found that the expression of both the mesenchymal stem cell markers *Cd44*, cadherin 2 (*Cdh2*), vimentin (*Vim*), GATA-binding factor 2 (*Gata2*) and the adipose progenitor cell markers *Cd34*, *Cd142*, *Icam1* and *Pdgfra* was increased in the *Mgp*-KO iBAT compared to wild type (Figure 2A). Whereas *Pdgfra* is widely expressed in progenitor cells, *Dpp4* is considered an early adipose progenitor marker, preceding the expression of *Cd142* and *Icam1* [1,20]. To determine the effect of MGP-deficiency on the different cell types, we isolated PDGFRA + cells that were double-positive for DPP4, CD142 or ICAM1 from *Mgp*-KO and wild-type iBAT. The FACS analysis showed that the *Mgp*-KO iBAT had 13.9 % PDGFRA + DPP4+ cells versus 6.06 % in wild type (Figure 2B). The fraction of PDGFRA + CD142+ cells was enhanced at 26.4 % PDGFRA + CD142+ cells versus 8.16 % in wild type, whereas only a minor change was seen in the PDGFRA + ICAM1+ cells. Together, it points to a delay or re-direction of primarily PDGFRA + CD142+ and PDGFRA + DPP4+ cells. To assess the adipogenic capacity of the DPP4+ cells *in vitro*, we isolated PDGFRA + DPP4+ cells by FACS from *Mgp*-KO and wild-type iBAT, and seeded an equal number of cells in adipogenic conditions for 12 days. Oil Red O staining showed that the MGP-deficient PDGFRA + DPP4+ cells had less lipid accumulation as well as reduced expression of the adipogenic genes *Adipoq*, peroxisome proliferator-activated receptor γ (*Pparg*), and PR domain containing 16 (*Prdm16*) (Figure 2C) compared to wild-type PDGFRA + DPP4+ cells, further supporting the disruption of brown adipogenesis in MGP-deficiency. Despite the reduction in lipid accumulation, there was no reduction in cell numbers, as evidenced by combined BODIPY and DAPI stains (Supplemental Figure 6).

**Figure 2:**
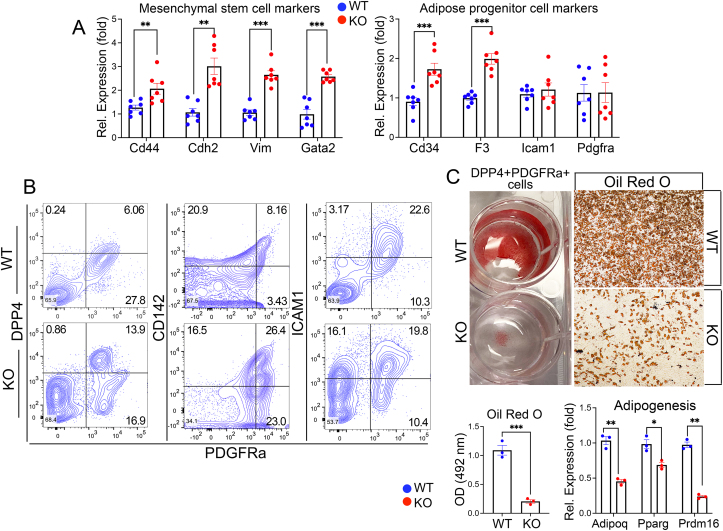
**Global MGP deficiency disrupts brown adipogenic maturation**. (**A**) Expression of the mesenchymal stem cell markers *Cd44*, *Cdh2*, *Vim* and *Gata2* (left panel) and the adipose progenitor cell markers *Cd34*, *Cd142*, *Icam1* and *Pdgfra* (right panel), in wild-type (WT) and *Mgp*-knockout (KO) iBAT, as determined by qPCR (n = 7 mice per group). (**B**) FACS analysis of adipose progenitor cells from the brown adipose stromal vascular fractions isolated from WT and KO mice (n = 5 mice per group), using antibodies to ICAM1, CD142, DPP4 and PDGFRA. (**C**) PDGFRA + DPP4+ double-positive cells from the stromal vascular fractions were cultured in adipogenic conditions for 12 days. The cells were stained with Oil Red O or collected for RNA analysis. The Oil Red O was extracted and quantified at 492 nM. Expression of *Adipoq*, *Pparg* and *Prdm16* was determined by qPCR (n = 3; representative of 3 replicate experiments). Data are shown as mean ± SEM; (A and C) unpaired two-tailed Student's *t* test, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001.

### 3.4 Global Mgp deficiency dysregulates adipose vascular formation

Since MGP is an effective regulator of angiogenesis and endothelial cell (EC) differentiation [34,42], we examined the capillary formation in iBAT from *Mgp*-KO mice and wild type. The percent CD31^+^ vessel area and average capillary diameter were 2.7 μm and 14.9 %, respectively, in the *Mgp*-KO iBAT, compared to 2.3 μm and 10.0 % in wild type, as estimated by immunofluorescence (Figure 3A,C). Perilipin staining suggested a corresponding reduction in lipid droplet size to 4.4 μm^2^ in the *Mgp*-KO iBAT, compared to 11.7 μm^2^ in wild type (Figure 3A,B). In addition, the expression of the endothelial markers fms-like tyrosine kinase 1 (*Flt1*), kinase insert domain receptor (*Kdr*), and VE-cadherin (*Cdh5*) increased after loss of MGP (Figure 3D). FACS analysis of CD31+CD45- ECs showed that the *Mgp*-KO iBAT contained 28 % CD31+CD45- ECs compared to 14.6 % in wild-type iBAT (Figure 3E). Since loss of MGP is known to cause arteriovenous malformations in organs such as the brain, lungs, kidneys, and retina [33,43,44], we tested if arteriovenous (AV) shunting was also present in iBAT. We performed functional assays by injecting fluorescent microspheres and determining the number of beads retained in the iBAT [44]. The results showed that the number of retained beads was reduced to about 30 % of normal in the *Mgp*-KO iBAT (Figure 3F) indicating abnormal and enlarged capillaries in the MGP-deficient iBAT.

**Figure 3:**
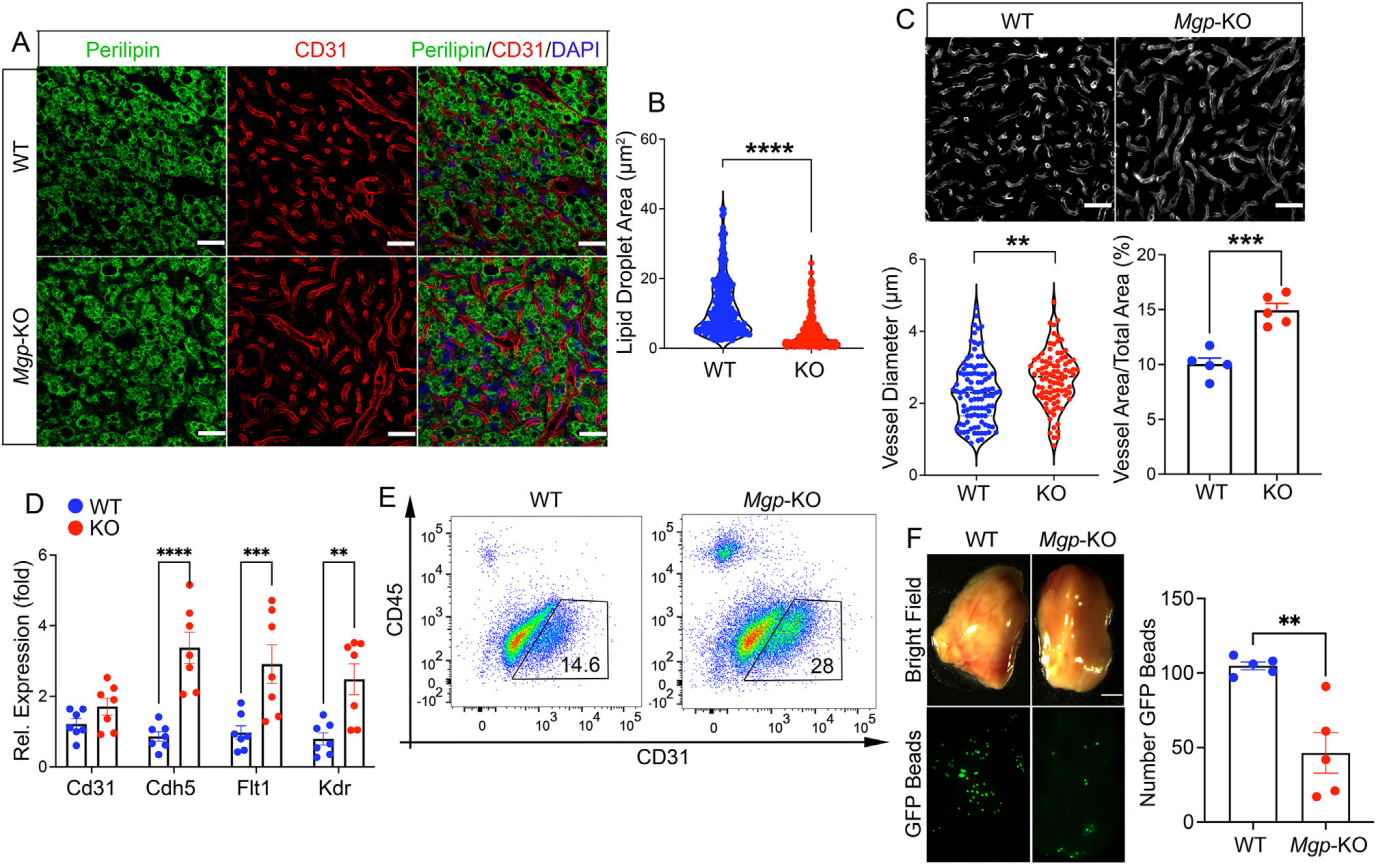
**Global MGP deficiency disrupts vascular formation in iBAT**. (**A**) Immunofluorescence for Perilipin (green) and CD31 (red) in iBAT from wild-type (WT) and *Mgp*-knockout (KO). DAPI (blue) was used to visualize nuclei. Bars, 12.5 μm. (**B**) Reduced lipid droplet area in KO iBAT (n = 5 mice per group). (**C**) Increased vessel diameter and total vessel area in KO iBAT as determined by ImageJ after staining of iBAT for CD31 and conversion of images to black and white. (**D**) Expression of the endothelial markers *Cd31*, *Cdh5*, *Flk1* and *Kdr* in WT and KO iBAT as determined by qPCR (n = 7 mice per group). (**E**) FACS analysis of CD31+ ECs from the brown adipose stromal vascular fractions isolated from WT and KO mice (n = 5 per group). (**F**) Evidence of AV shunting in iBAT, as assessed after injection of green fluorescent protein (GFP) microspheres (15 μm) followed by visualization under bright field and green fluorescent light (bars, 1 mm). The microspheres were counted and plotted (n = 5 retinas per group). Data are shown as mean ± SEM. unpaired two-tailed Student's *t* test, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001.

### 3.5 MGP-deficiency promotes stem cell characteristics in iBAT as per RNA-Seq analysis

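Interscapular brown adipose tissue (iBAT) of mice labelled as 5 wild-type and 5 global *Mgp*-KO males, all 4 weeks of age, was sequenced with single reads of 50 bases. The authors mapped the reads to the mm10 mouse genome with STAR, counted them on genes with its gene counting option, and deposited normalized counts, which are the counts of each library divided by its size factor from DESeq2. In each library the normalized counts of all 27267 listed genes were whole multiples of the value of 1 read, with a largest deviation of 0.00181 reads, so the reads behind every value could be recovered. Between 10383398 and 21113489 reads per library were counted on genes in wild type (median 20154899) and between 9253793 and 22252260 in the libraries labelled *Mgp*-KO (median 19616366). The methods state about 20 M reads for each library, where the recovered reads had a mean of 16.9 M, and the values here rest on the recovered reads. Differential expression was tested with limma on log2(normalized count + 1) for the 13714 genes with a mean normalized count of at least 10 over the 10 libraries, with Benjamini-Hochberg adjustment. Log2 fold changes are on this scale, which understates the change of genes with low counts.

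Replicates 1 to 3 of both genotypes differed from replicates 4 and 5 of both genotypes. Replicates 1 to 3 held between 19616366 and 22252260 reads, of which between 0.771% and 1.72% lay on mitochondrial ribosomal RNA genes. Replicates 4 and 5 held between 9253793 and 13281873 reads, of which between 6.50% and 16.7% lay on these genes. Between these sets of libraries 5243 of the 13714 tested genes differed with an adjusted p-value under 0.05 in limma, with genotype in the model. The methods name no library batch. Both sets hold both genotypes, so results are given over all libraries, with a term for the set, and within each set, the latter 2 chosen after the data were examined. The sample labels give the replicate numbers 1 to 5 to both groups. The deviations of same-numbered libraries from their group means had a mean correlation across genes of 0.390, against 0.416 for libraries of other numbers within the same set. After the set means were also subtracted, the correlation of same-numbered libraries was -0.0224. A fit with the replicate number as a block is given beside the others, and it also removes the difference between the sets. The library labelled wild type 2 had a normalized count of 5094 for *Xist*, which is expressed in female tissue, and a sum of 3.74 over 4 Y chromosome genes. In the other 9 libraries *Xist* was between 0.754 and 44.0 and the sum was between 1457 and 7035.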

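*Mgp*, the targeted gene, lies on the reverse strand of chromosome 6 from 136872435 to 136875823 in the GENCODE annotation of GRCm38 (mm10). In wild type replicates 1 to 5 its normalized counts were 576, 489, 466, 1146 and 839. In the libraries labelled *Mgp*-KO 1 to 3 they were 0, 0.765 and 0.821, from 0, 1 and 1 reads, which is at least 207-fold lower than the mean of wild type 1 to 3 when the floor is set at 3 reads. The libraries labelled *Mgp*-KO 4 and 5 had normalized counts of 500 and 331, from 309 and 282 reads. The expression of the targeted gene thus goes against the labels of these 2 libraries, and the group is called the libraries labelled *Mgp*-KO throughout. Over all 10 libraries the log2 fold change of *Mgp* was -5.57 (standard error 1.66, adjusted p = 0.236 from limma). The adjusted p was 0.0531 in limma with the replicate number as a block and 0.0245 with the set term. On the recovered reads of all 10 libraries the log2 fold change was smaller, -2.08 in DESeq2 with default parameters (adjusted p = 0.630 from DESeq2) and -2.11 in edgeR. In limma it was -8.43 within replicates 1 to 3 (adjusted p = 9.60e-05 from limma), a value set by the pseudocount since the libraries labelled *Mgp*-KO 1 to 3 are under the floor. Within replicates 4 and 5 it was -1.27 (adjusted p = 0.679 from limma, 2 libraries per group). *Mgp* was the only 1 of the 13714 tested genes that passed a test of a differing genotype effect between the sets (adjusted p = 2.51e-04 for the interaction in limma). With 2 libraries per group in replicates 4 and 5, other genes can differ without passing. *Adrb3* had log2 fold changes of -3.32 and -0.96 within the sets and *Acaca* had -2.56 and -2.46, and neither passed.

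**Figure D1:**
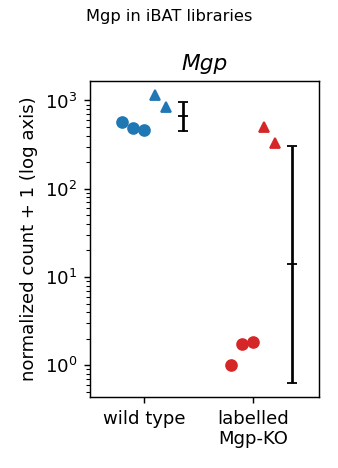
Normalized count of *Mgp* plus 1 on a log axis in each iBAT library, wild type in blue and labelled *Mgp*-KO in red, with replicates 1 to 3 as circles and 4 and 5 as triangles, each in order of its number from left to right. The bars give the mean ± SD of the log2 values of the 5 libraries of a group. The libraries labelled *Mgp*-KO 4 and 5 sit at 500 and 331, while those labelled 1 to 3 are under 1.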

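Principal component analysis was run as the methods describe it, on log10(normalized count + 1) of all listed genes. The first component held 35.6% of the variance. The difference in its mean score between wild type and the libraries labelled *Mgp*-KO was within the spread of the libraries (two-sided exact permutation test, p = 0.921), and the component parted replicates 1 to 3 from replicates 4 and 5 (two-sided exact permutation test, p = 0.00476, the smallest p that 6 libraries against 4 allow). The second component held 16.6% of the variance, with p = 0.0397 between the genotypes in the same exact permutation test. Within replicates 1 to 3 alone, the first component held 39.8% of the variance and parted the genotypes with p = 0.1, the smallest p that 3 libraries against 3 allow in an exact permutation test.

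**Figure D2:**
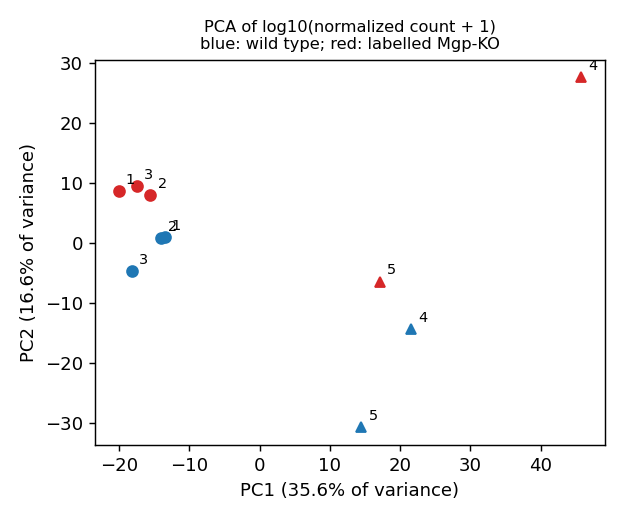
Scores of the 10 iBAT libraries on the first and second principal components of log10(normalized count + 1), wild type in blue and labelled *Mgp*-KO in red, with the replicate number beside each point. Replicates 1 to 3 (circles) have negative scores on the first component and replicates 4 and 5 (triangles) positive scores, in both groups.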

To compare the transcriptional profiles of MGP-deficient versus normal iBAT, we performed genome-wide RNA-Seq of iBAT from 5 pairs of male *Mgp*-KO and wild-type mice. 

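Over all 10 libraries 9 genes had an adjusted p-value under 0.05 in limma, 8 of them lower and 1 higher in the libraries labelled *Mgp*-KO, and 1421 genes had an unadjusted p under 0.05. The direction rests on the labels, which the targeted gene *Mgp* goes against in replicates 4 and 5. Among the 9 genes, *Scd1*, *Fasn*, *Acaca*, *Tfr2* and *Acot11* fell the most and *Adm* was the gene that rose. The normalized count of *Tfr2*, which encodes transferrin receptor 2, was 44.4 ± 18.6 (SD, n = 5) in wild type and 7.40 ± 1.68 (SD, n = 5) in the libraries labelled *Mgp*-KO, a log2 fold change of -2.36 (standard error 0.36, adjusted p = 0.0493 from limma). That of *Acot11*, an acyl-CoA thioesterase gene, was 5665 ± 2593 (SD, n = 5) in wild type and 1207 ± 303 (SD, n = 5) in the libraries labelled *Mgp*-KO, a log2 fold change of -2.14 (standard error 0.32, adjusted p = 0.0471 from limma). The normalized count of *Adm*, which encodes adrenomedullin and lies on chromosome 7 from 110627661 to 110629820 of GRCm38 (mm10), was 31.6 ± 5.78 (SD, n = 5) in wild type and 99.2 ± 17.1 (SD, n = 5) in the libraries labelled *Mgp*-KO, a log2 fold change of 1.62 (standard error 0.22, adjusted p = 0.0322 from limma). In each of the 9 genes, all 5 libraries labelled *Mgp*-KO lay on one side of all 5 wild-type libraries. This held for 480 of the 13714 tested genes, or 3.50%, against 0.794% by chance.

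With the replicate number as a block, 270 genes passed in limma, 178 lower and 92 higher, and with a term for the set of replicates 1 to 3 against 4 and 5 it was 324 genes, 211 lower and 113 higher. Within replicates 1 to 3 alone 486 genes passed, 226 lower and 260 higher. Within replicates 4 and 5 alone, with 2 libraries per group, 0 genes passed and 855 had an unadjusted p under 0.05. DESeq2 with default parameters on the recovered reads of all 10 libraries gave 374 genes, 209 lower and 165 higher. The count moved most with DESeq2 on replicates 1 to 3 alone, which gave 1354 genes, 648 lower and 706 higher. DESeq2 with the set term gave 1152 genes, 608 lower and 544 higher. The 9 genes were among the genes that passed in each of these fits other than that on replicates 4 and 5. With each library left out in turn, between 0 and 93 genes passed in limma.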

In the 27,268 mapped genes, we identified 1,138 differentially expressed genes (DEGs; FDR <0.05) in the *Mgp*-KO mice, including 604 down-regulated and 534 up-regulated genes (Supplemental Figure 7A). Using the g:Profiler tool [45], enrich R and GSEA [46], we identified significantly enriched gene ontology (GO) terms for these DEGs. The result revealed that metabolic process, brown fat cell differentiation and triglyceride metabolic process decreased after *Mgp* deletion, whereas cell proliferation and migration, developmental process and blood vessel development increased (Supplemental Figure 7B and 8A), consistent with a promotion of stem cell-associated characteristics and delayed maturity.

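The gene lists behind the GO terms of the paper were not used here. In their place, 23 lists of marker and pathway genes, fixed before the data were examined, were tested with limma's camera, which compares the fold changes of a list with those of all other tested genes. After Benjamini-Hochberg adjustment over the lists, 7 were lower and 4 higher in the libraries labelled *Mgp*-KO, a label that the reads of *Mgp* go against in replicates 4 and 5. The number of lists moved most with limma's rotation test fry in place of camera, under which 3 lists passed. An exact permutation test of each list's mean over the libraries, which treats the mice as the units, left 6 of the 23 lists with an adjusted p under 0.05, and 0.00794 is the smallest unadjusted p that 5 mice against 5 allow.

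The 20 genes of de novo lipogenesis had a mean log2 fold change of -1.57 (adjusted p = 1.05e-20 in camera, 0.0304 in the exact permutation test). The mean was -1.67 within replicates 1 to 3 and -1.41 within replicates 4 and 5. The 19 brown adipocyte genes had a mean of -0.88 (adjusted p = 1.59e-04 in camera, 1.07e-04 with the replicate block), with -0.84 in replicates 1 to 3 and -0.95 in replicates 4 and 5. The 15 triglyceride metabolism genes had a mean of -0.61 (adjusted p = 2.80e-04 in camera, 3.38e-04 with the block), with -0.43 and -0.89 within the sets. In each of these 3 lists all 5 same-numbered pairs were lower in the library labelled *Mgp*-KO.

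The 21 blood vessel development genes had a mean log2 fold change of 0.26 (adjusted p = 0.0111 in camera, 0.00897 with the block, 0.216 in the exact permutation test). This came to 0.06 within replicates 1 to 3 and 0.57 within replicates 4 and 5. The 20 endothelial genes had a mean of 0.44 (adjusted p = 1.86e-04 in camera, 4.62e-06 with the block, 0.287 in the exact permutation test), with 0.18 and 0.83 within the sets. The other 2 lists that were higher passed in camera and in the permutation test, and these and the endothelial list were higher in all 5 same-numbered pairs. The 18 BMP signaling genes had a mean of 0.32 (adjusted p = 0.00726 in camera, 0.0158 with the block, 0.0304 in the exact permutation test), with 0.22 and 0.49 within the sets. The 16 myeloid genes had a mean of 0.64 (adjusted p = 3.51e-04 in camera, 0.00315 with the block, 0.0304 in the exact permutation test), with 0.53 and 0.81 within the sets. Within replicates 1 to 3 alone, camera gave an adjusted p of 0.240 for blood vessel development and 0.0412 for endothelial genes. There it gave 0.244 for BMP signaling and 0.0825 for myeloid genes. Each of these lists passed in camera within replicates 4 and 5, where *Mgp* reads go against the labels. The endothelial mean was 1.21 on the centred log2 scale in the library labelled *Mgp*-KO 4 and 0.07 in *Mgp*-KO 5. The 18 proliferation genes were not past the threshold in camera, with a mean of -0.34 (adjusted p = 0.0678, 0.150 with the block). They were lower within replicates 1 to 3, with a mean of -0.78 (adjusted p = 4.71e-04 in camera), and within replicates 4 and 5 the mean was 0.32 (adjusted p = 0.130 in camera). The 19 adipose progenitor genes had a mean of -0.24 (adjusted p = 0.0467 in camera, 0.0842 with the block, 0.253 in the exact permutation test), with -0.42 and 0.02 within the sets. From decreased metabolic and brown fat terms and increased proliferation and developmental terms in its own enrichment, the paper proposes that stem cell characteristics are promoted and maturity is delayed.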

The RNA-seq showed that expression of genes related to adipogenesis and metabolism, including adiponectin receptor 2 (*Adipor2*), perilipin 2 (*Pln2*), fatty acids synthase (*Fasn*), acyl-CoA synthetase long chain family member 5 (*Acsl5*), fatty acid elongase 5 (*Elovl5*), stearoyl-CoA 9-desaturase (*Scd1*), and acetyl-CoA carboxylase α (*Acaca*), declined in the *Mgp*-KO iBAT as illustrated by the heat map (Supplemental Figure 7C) and volcano plot with confirmation by qPCR (Supplemental Figure 8B). 

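The 7 genes were all lower in the libraries labelled *Mgp*-KO, in replicates 1 to 3 and in replicates 4 and 5, although the label of replicates 4 and 5 goes against their *Mgp* reads. *Scd1* lies on chromosome 19 from 44394455 to 44407879 of GRCm38 (mm10), and its normalized count was 366244 ± 145899.9 (SD, n = 5) in wild type and 26210.4 ± 31013 (SD, n = 5) in the libraries labelled *Mgp*-KO. Its log2 fold change was -4.36 (standard error 0.61, adjusted p = 0.0322 from limma), with -5.20 within replicates 1 to 3 and -3.09 within replicates 4 and 5. *Fasn*, on chromosome 11 from 120805846 to 120824547, had a normalized count of 216707 ± 122140.5 (SD, n = 5) in wild type and 14142 ± 6386 (SD, n = 5) in the libraries labelled *Mgp*-KO. Its log2 fold change was -3.86 (standard error 0.48, adjusted p = 0.0255 from limma), with -4.25 and -3.26 within the sets. For *Acaca*, on chromosome 11 from 84129672 to 84401651, the normalized count was 12565 ± 4532 (SD, n = 5) in wild type and 2167 ± 737 (SD, n = 5) in the libraries labelled *Mgp*-KO, and the log2 fold change was -2.52 (standard error 0.30, adjusted p = 0.0255 from limma), with -2.56 and -2.46 within the sets. No wild-type library overlapped a library labelled *Mgp*-KO in these 3 genes (two-sided exact permutation test, p = 0.00794 for each, the smallest p that 5 libraries against 5 allow).

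The other 4 genes were not past the threshold over all 10 libraries without a further term. *Adipor2* fell from 13436 ± 2878 to 5928 ± 678 (SD, n = 5 each), a log2 fold change of -1.16 (standard error 0.21, adjusted p = 0.0518 from limma). *Plin2*, which the paper writes Pln2, had a log2 fold change of -1.58 (standard error 0.35, adjusted p = 0.106 from limma). The log2 fold change of *Acsl5* was -2.05 (standard error 0.33, adjusted p = 0.0504 from limma) and that of *Elovl5* was -1.06 (standard error 0.31, adjusted p = 0.225 from limma). With the replicate number as a block, 6 of the 7 genes passed in limma, *Elovl5* being the exception with an adjusted p of 0.0658, and with the set term all 7 passed.

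**Figure D3:**
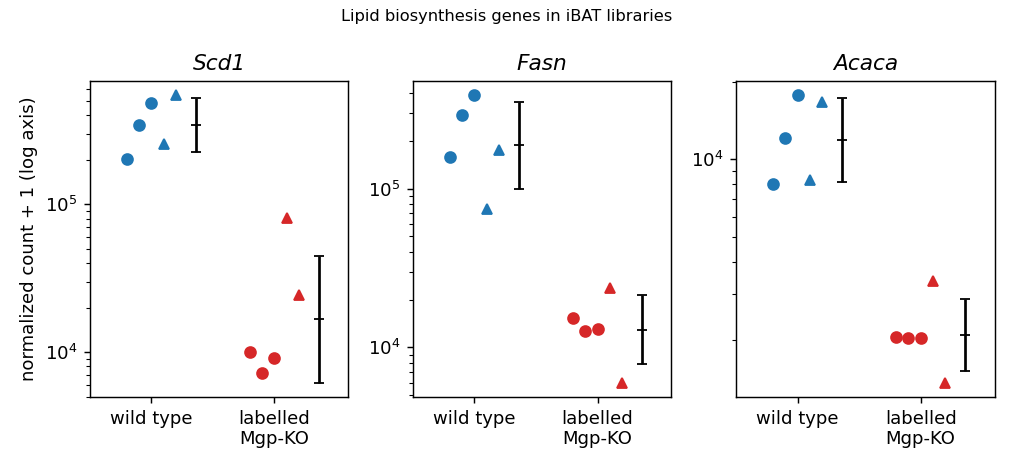
Normalized counts of *Scd1*, *Fasn* and *Acaca* plus 1, each on its own log axis, in each iBAT library (wild type blue, labelled *Mgp*-KO red, replicates 1 to 3 as circles and 4 and 5 as triangles). The bars give the mean ± SD of the log2 values of 5 libraries, and in each gene all red points lie under all blue points.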

On the other hand, gene expression related to cell migration and developmental process, including *Bmp4*, Delta-like canonical Notch ligand 4 (*Dll4)*, Cbp/P300 interacting transactivator 2 (*Cited2*), Copine family member 9 (*Cpne9*), BOI-related gene 2 (*Btg2*), proto-oncogene *Fos*, and zinc finger protein 36 (*Zfp36*), increased in the *Mgp*-KO iBAT. 

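All 7 genes had a positive log2 fold change over the 10 libraries. In limma without a further term 0 of the 7 passed the threshold, and all 7 had an unadjusted p under 0.05. *Cpne9* rose the most of the 7, with a normalized count of 10.0 ± 6.25 (SD, n = 5) in wild type and 85.2 ± 56.3 (SD, n = 5) in the libraries labelled *Mgp*-KO and a log2 fold change of 2.82 (standard error 0.70, adjusted p = 0.150 from limma). *Bmp4* was at low counts, 9.94 ± 4.16 (SD, n = 5) in wild type and 27.1 ± 7.23 (SD, n = 5) in the libraries labelled *Mgp*-KO, with a log2 fold change of 1.41 (standard error 0.39, adjusted p = 0.203 from limma), and the groups did not overlap (two-sided exact permutation test, p = 0.00794). The log2 fold change of *Dll4* was 1.05 (standard error 0.31, adjusted p = 0.233 from limma) and that of *Cited2* was 1.26 (standard error 0.36, adjusted p = 0.215 from limma). With the replicate number as a block, 4 of the 7 genes passed in limma, *Cited2*, *Cpne9*, *Btg2* and *Dll4*, and with the set term 3 passed, *Cited2*, *Cpne9* and *Btg2*. In DESeq2 with default parameters on the recovered reads all 7 passed, with adjusted p-values between 3.02e-04 and 0.0487.

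*Btg2*, *Fos* and *Zfp36* rose within replicates 1 to 3 and not, or less, within replicates 4 and 5, where the *Mgp* reads go against the label. The normalized count of *Fos* was 55.1, 76.4 and 79.4 in wild type 1 to 3 and 501, 544 and 631 in the libraries labelled *Mgp*-KO 1 to 3. It was 38.1 and 88.3 in wild type 4 and 5 and 131 and 24.6 in the libraries labelled *Mgp*-KO 4 and 5. The log2 fold change of *Fos* was 2.98 in replicates 1 to 3 (adjusted p = 0.00142 from limma) and -0.02 in replicates 4 and 5 (adjusted p = 0.995 from limma), and the difference between the sets was not past the threshold (adjusted p = 0.455 for the interaction in limma). For *Btg2* these were 1.87 and 0.56, and for *Zfp36* 1.83 and 0.53.

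**Figure D4:**
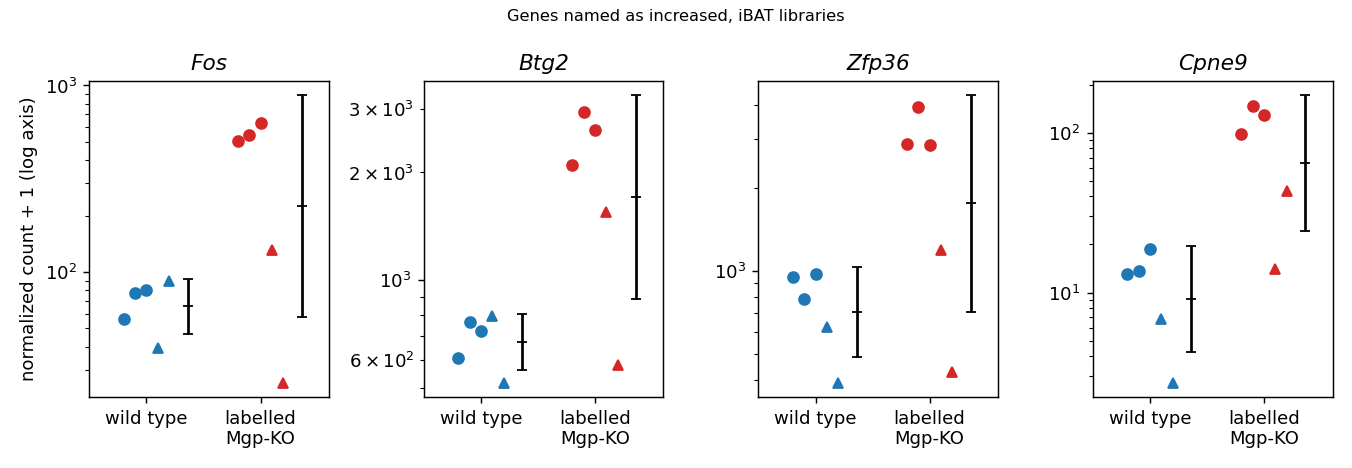
Normalized counts of *Fos*, *Btg2*, *Zfp36* and *Cpne9* plus 1, each on its own log axis, in each iBAT library (wild type blue, labelled *Mgp*-KO red, replicates 1 to 3 as circles and 4 and 5 as triangles). The bars give the mean ± SD of the log2 values of 5 libraries. In each gene the red circles lie above all blue points, and in *Btg2*, *Zfp36* and *Cpne9* 1 of the 2 red triangles lies among the blue points. In *Fos* 1 red triangle lies above and 1 below all blue points.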

RNA and protein levels were confirmed for selected genes by qPCR and immunoblotting. *Fasn*, *Scd1* and *Acaca*, related to lipid biosynthesis, were reduced in the *Mgp*-KO iBAT (Supplemental Figure 7D,E). However, *Fos*, Ras association domain family member 4 (*Rassf4*), early growth response protein 1 (*Egr1*) *Btg2*, *Capn9*, skeletal α-actin (*Acta1*), and vasorin (*Vasn*), related to cell migration and development, all increased (Supplemental Figure 8C). Thus, MGP is essential for normal adipogenic maturation.

### 3.6 Mgp is highly expressed in part of the ECs and adipose progenitor cells

We then examined the expression pattern of *Mgp* in adipose ECs, adipose progenitor cells, and preadipocytes by analyzing the publicly available single-cell (sc)RNA-seq datasets from mouse BAT (Gene Expression Omnibus (GEO) dataset GSE207707) [47,48]. In the scRNA-seq analysis, ASCs from mouse iBAT were clustered similarly to what has been shown in WAT, with two populations of *Dpp4*, *Cd55*, and *Bmp7* expressing adipose stem and progenitor cells, ASC2 and ASC5; and four populations of *Cd142* and *Icam1* expressing pre-adipocytes, ASC1, ASC3, ASC4 and ASC6 (Figure 4A). Expression of *Pdgfra* was observed in all ASCs. The data showed that *Mgp* was highly expressed in a sub-population of ECs (EC6) and in CD142+ Aregs (ASC6) (Figure 4B). In addition, *Mgp* was moderately expressed in ICAM1+ pre-adipocytes (ASC3) (Figure 4B). We verified that MGP co-localized with CD31 (ECs) and ICAM1 (ASCs) in iBAT from 4-week old mice by immunofluorescence (Supplemental Figure 9). In all, *Mgp* expression was limited to sub-populations of ECs and adipose cells, rather than a general *Mgp* expression in all cell types.

**Figure 4:**
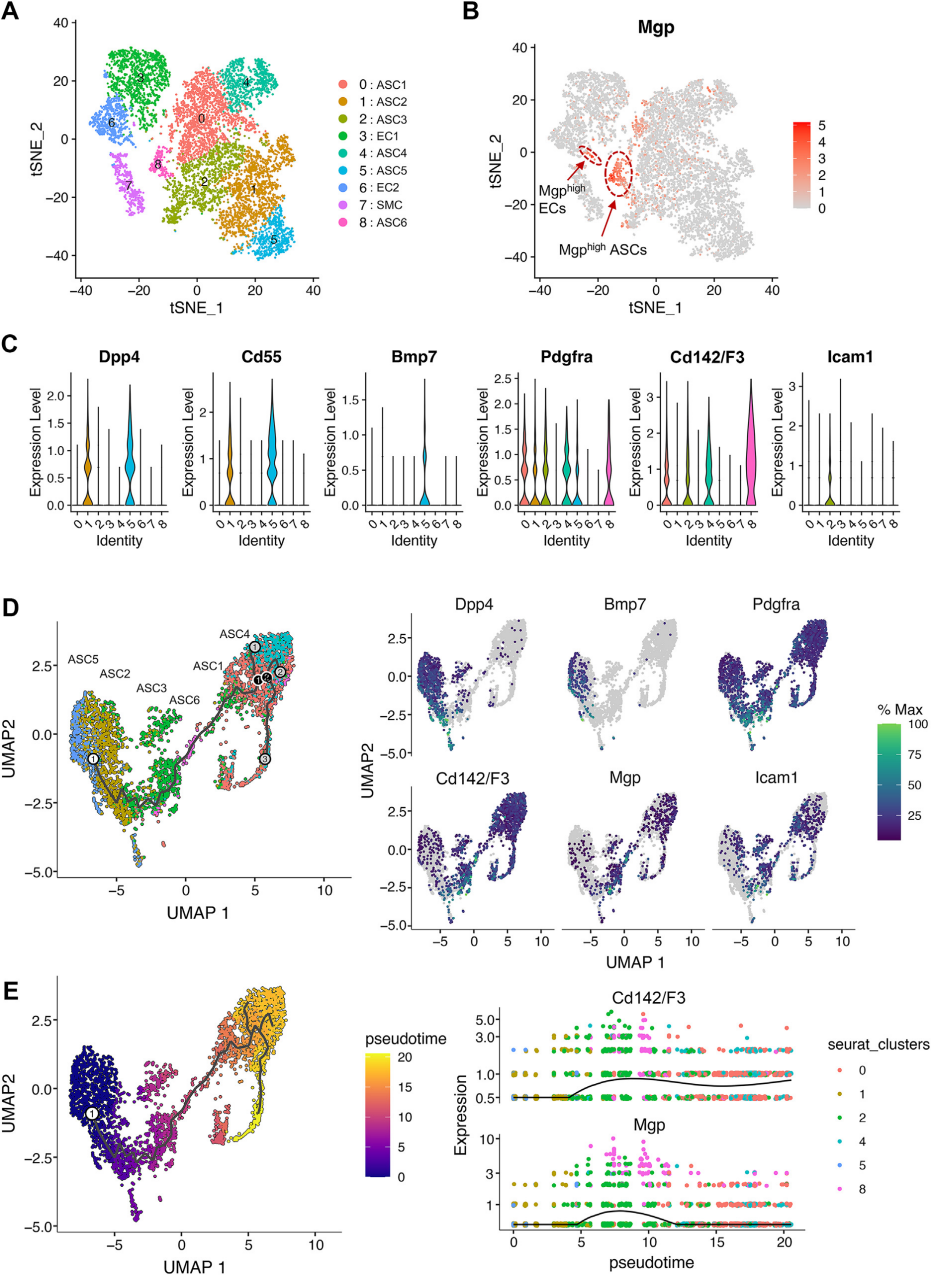
**Single cell RNA-seq data analysis of GEO dataset GSE207707**. (**A**) t-Stochastic neighboring embedding (tSNE) plot of brown adipose stromal/stem cells (ASCs) and vascular cells. EC, endothelial cells; SMC, smooth muscle cells. (**B**) Scatter plot of *Mgp* expression in brown adipose ASCs and vascular cells. (**C**) Violin plots of the marker genes of brown adipose progenitor cells and pre-adipocytes. (**D**) Single-cell trajectory of brown adipose ASCs and the expression of marker genes along the trajectory. (**E**) Brown adipose ASCs ordered by pseudotime along the single-cell trajectory and gene expression dynamics of *Mgp* and *Cd142/F3* in the ASC differentiation course.

To elucidate the role of *Mgp* in adipogenesis progression, we performed pseudotime trajectory analysis using R Package Monocle 3. A similar trajectory to WAT from young mice were observed in BAT. Most interestingly, brown adipose ASCs ordered by pseudotime along the trajectory and gene expression dynamics showed that *Mgp*^*high*^ *Cd142/F3*^*high*^ cells (ASC6) were bridging the differentiation from ASPCs to pre-adipocytes (Figure 4D,E), suggesting a role for MGP in the transition of CD142+ cells to maturity.

### 3.7 Cell-specific Mgp deletion in endothelial and adipose cells

To identify the potential role of MGP in both endothelium and ASCs, we deleted *Mgp* in the endothelium using *Mgp*^*f/f*^ mice crossbred with the *VE-Cadherin Cre (Ve*^*cre*^*)* transgenic mice (Figure 5A for breeding strategy), thereby reducing the amount of MGP in the vicinity of the adipose progenitor cells in the perivascular area. To abolish MGP in the brown adipocytes, previously confirmed to express *Adipoq* (Supplemental Figure 1), we deleted *Mgp* using the *Adipoq Cre (Ad*^*cre*^*)* transgenic mouse. Each deletion caused a reduction in Mgp expression in iBAT to about a third of the *Mgp*^*f/f*^ controls (Figure 5B). There were no significant changes in body weight or percent lean mass of the cell-specific deletions. A minor reduction in percent fat was observed in the *Mgp*^*f/f*^*; Ad*^*cre*^ mice (Supplemental Figure 10A).

**Figure 5:**
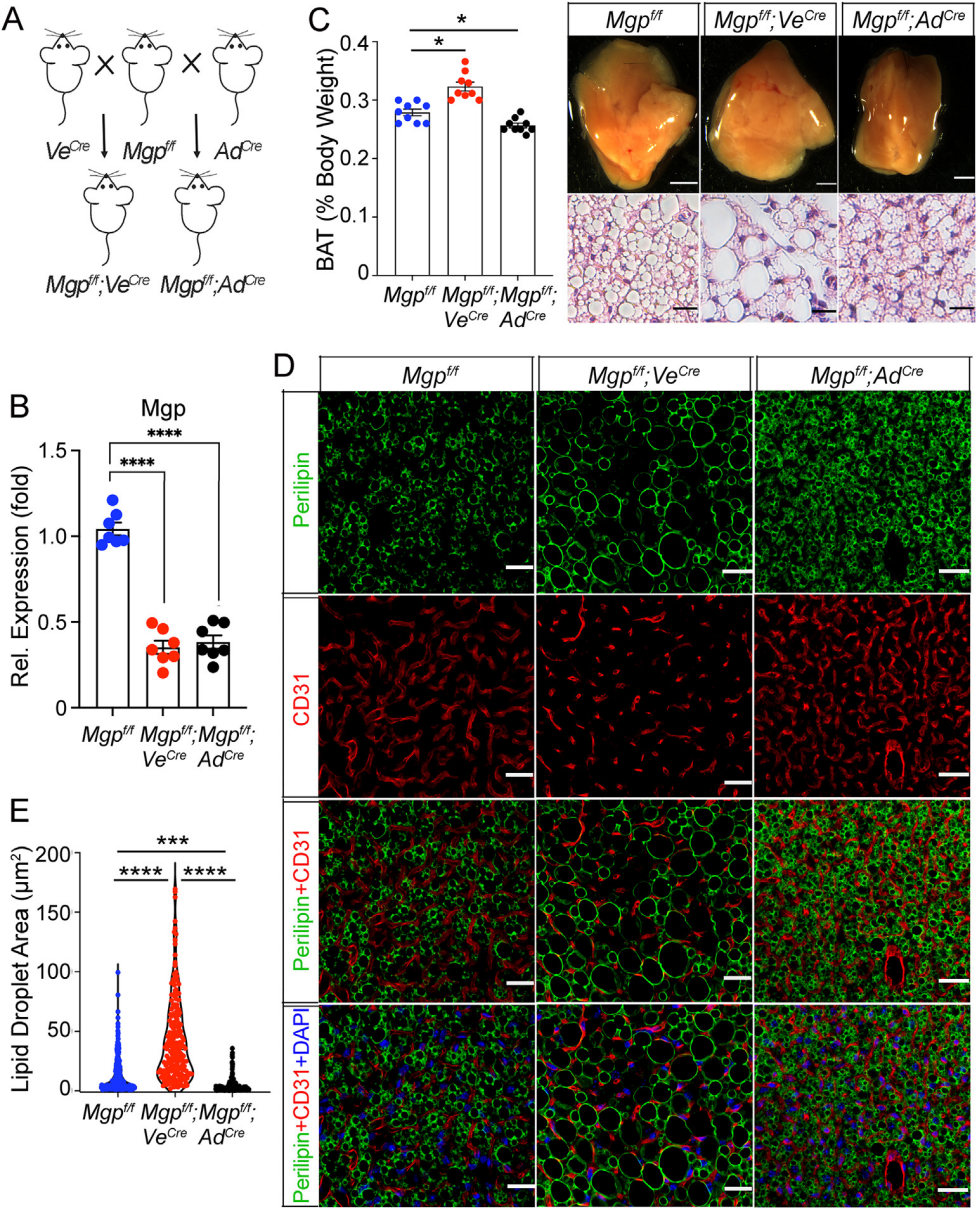
**Cell-specific Mgp deletions in endothelial and adipose cells promote whitening versus disruption of brown adipogenic differentiation.** (**A**) Schematic diagram of breeding strategy. (**B**) Expression of *Mgp* in iBAT, as determined by qPCR (n = 7 mice per group). (**C**) (Left panel) Percent BAT of body weight in the three mice (n = 9 mice per group).) (Right panel) Bright field and H&E staining of iBAT derived from control *Mgp*^*f/f*^ mice, *Mgp*^*f/f*^*; Ve*^*Cre*^ mice, and *Mgp*^*f/f*^*; Ad*^*Cre*^ mice. Bars, 1 mm (top), 12.5 μm (bottom). (**D**) Immunofluorescence for Perilipin (green) and CD31 (red) in iBAT from *Mgp*^*f/f*^ mice, *Mgp*^*f/f*^*; Ve*^*Cre*^ mice, and *Mgp*^*f/f*^*; Ad*^*Cre*^ mice. DAPI was used to visualize the nuclei. Bars, 12.5 μm (representative of 3 replicate experiments). (**E**) Lipid droplet area in iBAT from *Mgp*^*f/f*^ mice, and *Mgp*^*f/f*^*; Ve*^*Cre*^ and *Mgp*^*f/f*^*; Ad*^*Cre*^ mice as determined by ImageJ after staining of iBAT for Perilipin (data from n = 3 mice per group). Data are shown as mean ± SEM; One way ANOVA, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001.

In *Mgp*^*f/f*^*;Ve*^*cre*^ mice, the percent iBAT of total body weight increased significantly compared to the *Mgp*^*f/f*^ control*s* (Figure 5C). Histologically, the size of the lipid droplets increased by H&E staining and Perilipin immunofluorescence (Figure 5C,D), and showed a significant increase in the lipid droplet area (Figure 5E) compared to *Mgp*^*f/f*^ controls. This is consistent with a “whitening” of the BAT, suggesting that MGP limits diversion to white adipogenic differentiation in the perivascular area. In the *Mgp*^*f/f*^*; Ad*^*cre*^ mice, however, the percent iBAT of total body weight decreased compared to controls (Figure 5C). The size of the brown adipocytes was reduced with less lipid accumulation as assessed by H&E staining and Perilipin immunofluorescence (Figure 5C,D). The total lipid droplet area was reduced compared to *Mgp*^*f/f*^*;Ve*^*cre*^ and *Mgp*^*f/f*^ iBAT (Figure 5E), suggesting a separate role for MGP in balancing lipolytic activity. Interestingly, similar changes in the size of the lipid droplets were seen in response to *Mgp* deletion in the inguinal WAT, and to a lesser degree in the gonadal WAT (Supplemental Figure 10B,C).

### 3.8 Cell-specific loss of MGP affects differentiation and thermogenic function

We compared lineage marker expression in the different iBATs and found that the expression of the common adipocyte markers *Pln1* and *Adipoq* was increased in both *Mgp*^*f/f*^*;Ve*^*cre*^ and *Mgp*^*f/f*^*;Ad*^*cre*^ mice compared to *Mgp*^*f/f*^ controls (Figure 6A). However, the expression of the brown-specific thermogenic genes *Ucp1* and *Ucp3* was increased in the *Mgp*^*f/f*^*; Ad*^*cre*^ iBAT but unaffected in the *Mgp*^*f/f*^*;Ve*^*cre*^ iBAT compared to controls (Figure 6A). Functionally, both *Mgp*-deletions caused a suppression in brown adipose activity as determined by ^18^F-FDG PET/CT (Figure 6B,C), further supporting that MGP is required in both cell types for optimal BAT function.

**Figure 6:**
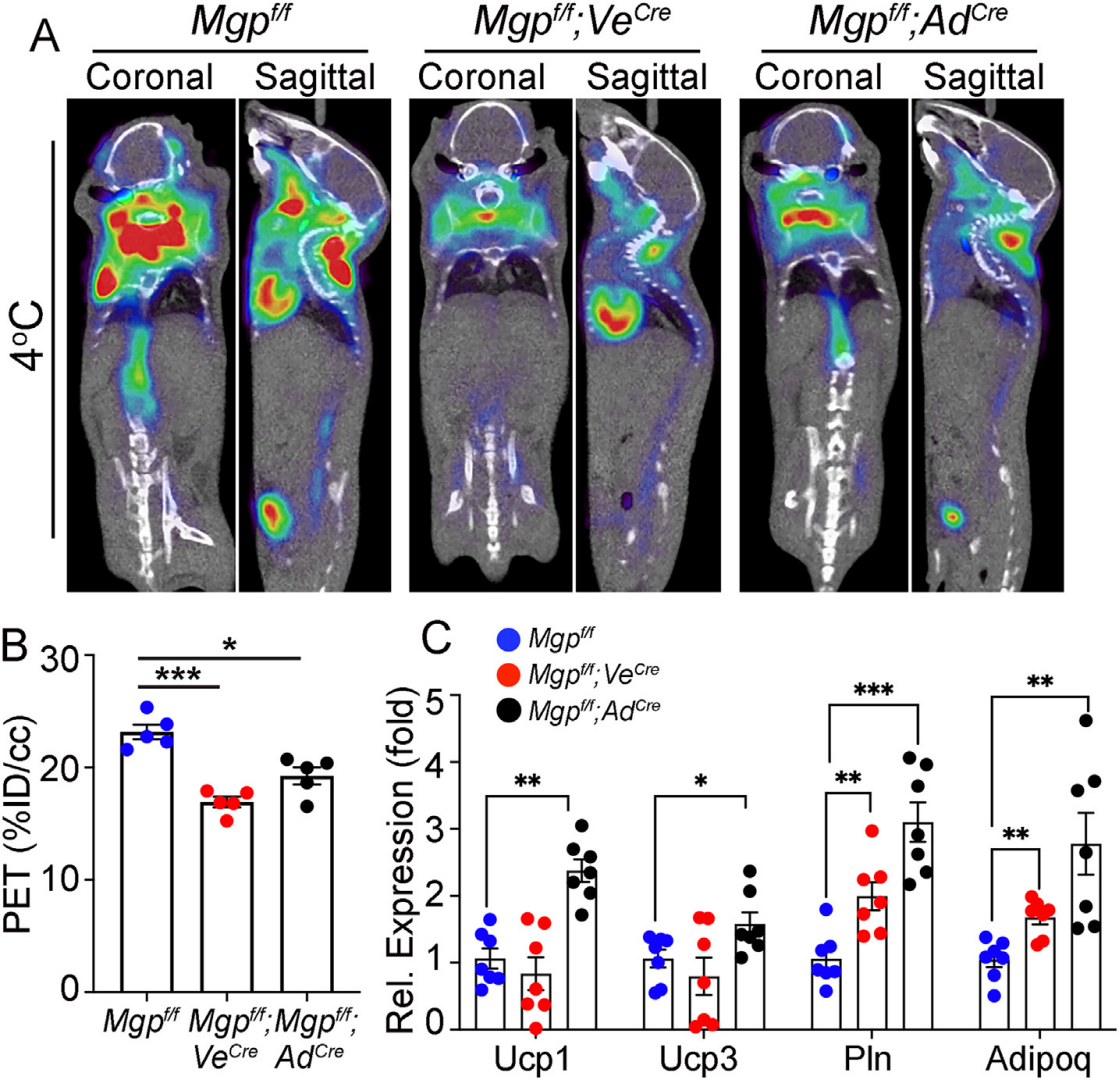
**Cell-specific Mgp deletions reduce brown adipogenic activity.** (A, B) Reduced ^18^F-FDG uptake in *Mgp*^*f/f*^*; Ve*^*Cre*^ and *Mgp*^*f/f*^*; Ad*^*Cre*^ mice, as determined by ^18^F-FDG PET/CT and compared to *Mgp*^*f/f*^ mice (n = 5 mice per group, representative image shown). (C) Expression of *Ucp1*, *Ucp3*, *Pln* and *Adipoq* in *Mgp*^*f/f*^ mice, *Mgp*^*f/f*^*; Ve*^*Cre*^ and *Mgp*^*f/f*^*; Ad*^*Cre*^ mice, as determined by qPCR (n = 7 mice per group). Data are shown as mean ± SEM; One way ANOVA, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001.

The whitening of the *Mgp*^*f/f*^*;Ve*^*cre*^ BAT was associated with enhanced expression of *Fasn* and *Acaca* (Figure 7A), as determined by immunoblotting, which supported enhanced lipid biosynthesis. The activation (phosphorylation) of hormone sensitive lipase (pHSL), which is rate-limiting step in lipolysis, was similar to the *Mgp*^*f/f*^ control (Figure 7A). However, pHSL was highly activated in the *Mgp*^*f/f*^*Ad*^*cre*^ mice, while FASN and ACACA were suppressed (Figure 7A). The level of the adipogenic markers Adipoq, CCAAT/enhancer-binding protein α (CEBPα), and PPARγ1 remained about the same, whereas PPARγ2 decreased with the *Mgp* deletion (Figure 7B). Together, it is consistent with the enhanced versus diminished lipid accumulation in the *Mgp*^*f/f*^*;Ve*^*cre*^ and *Mgp*^*f/f*^*; Ad*^*cre*^ iBAT, respectively.

**Figure 7:**
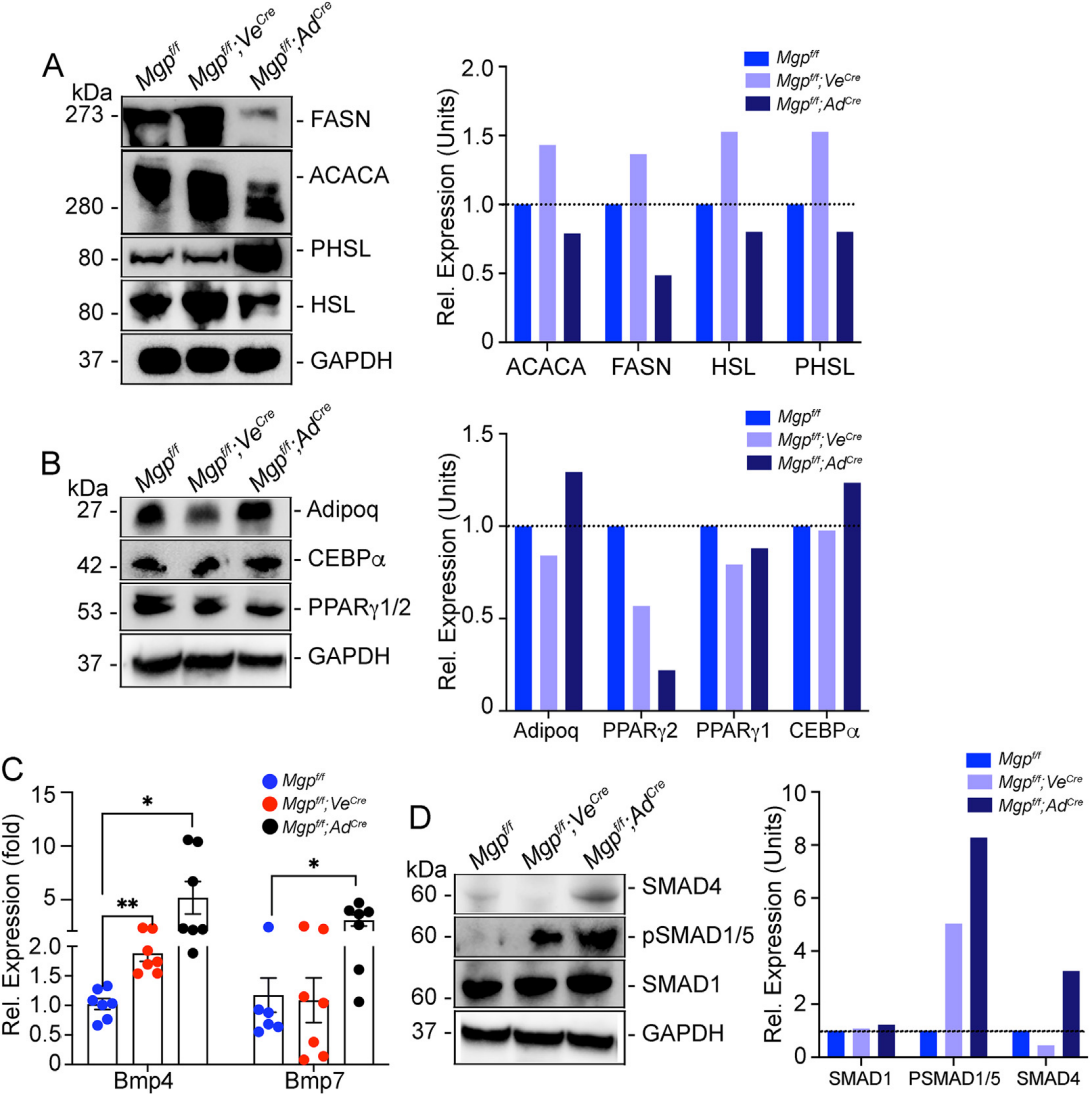
**Marker expression and SMAD activation after endothelial and adipose Mgp deletion.** (**A**) Expression of FASN, ACACA, HSL and P-HSL in iBAT from *Mgp*^*f/f*^, *Mgp*^*f/f*^*; Ve*^*Cre*^, and *Mgp*^*f/f*^*; Ad*^*Cre*^ mice, as determined by immunoblotting and quantified by densitometry. (**B**) Expression of Adiponectin, PPARg1/2 and CEBPa in iBAT, as determined by immunoblotting and quantified by densitometry. (**C**) Expression of *Bmp4* and *Bmp7* in iBAT, as determined by qPCR (n = 7 mice per group). (**D**) Expression of SMAD4, pSMAD1/5, SMAD1 in iBAT, as determined by immunoblotting and quantified by densitometry. The immunoblots were representative of 3 replicate experiments; GAPDH was used as loading control. Data from qPCR are shown as mean ± SEM; One way ANOVA, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001.

### 3.9 Marker expression and SMAD activation after endothelial and adipose Mgp deletion

We then examined if the cell-specific *Mgp* deletions had affected the expression of *Bmp4* and *Bmp7*, and BMP signaling (Figure 7C,D). The results showed that Bmp4 alone increased in the *Mgp*^*f/f*^*;Ve*^*cre*^ iBAT as determined by qPCR, whereas both Bmp4 and Bmp7 increased in the *Mgp*^*f/f*^*;Ad*^*cre*^ iBAT (Figure 7C). Immunoblotting showed an increase in activated, phosphorylated (p)SMAD1/5 in both mice compared to SMAD (Figure 7D) consistent with enhanced BMP signaling. Furthermore, the level of SMAD4 was enhanced in the *Mgp*^*f/f*^*;Ad*^*cre*^ mice, further promoting BMP signaling.

### 3.10 Cell-specific loss of MGP promotes endothelial expansion

The cell-specific *Mgp* gene deletions enhanced the adipose vasculature. The endothelial markers *Cd31*, *Cdh5*, *Flt1*, and *Kdr* increased in both *Mgp*^*f/f*^*;Ve*^*cre*^ and *Mgp*^*f/f*^*;Ad*^*cre*^ iBAT (Figure 8A), and FACS revealed an increase in CD31+CD45- ECs from 10.7 % in *Mgp*^*f/f*^ control mice, to 22.3 % and 25.8 % in *Mgp*^*f/f*^*;Ve*^*cre*^ and *Mgp*^*f/f*^*;Ad*^*cre*^ iBAT, respectively (Figure 8B), pointing to enhanced endothelial expansion. We then isolated ECs from each iBAT. We confirmed the lack of *Mgp* expression in the ECs from the *Mgp*^*f/f*^*;Ve*^*cre*^ iBAT (Figure 8C). The *Mgp* deletion in either the ECs or the adipose cells enhanced the expression of BMP4 in the ECs (Figure 8C). Since BMP4 stimulates EC proliferation, it would be consistent with the > 2-fold increase in percent ECs by FACS in both *Mgp*^*f/f*^*;Ve*^*cre*^ and *Mgp*^*f/f*^*;Ad*^*cre*^ iBAT (Figure 8B). Minor changes in the expression of *Alk2* receptor, *Smad1*, and the inhibitory *Smad6* and *Smad7* supported activation of the endothelial BMP signaling, and were consistent with the BMP activation in the full iBAT from the *Mgp*^*f/f*^*;Ve*^*cre*^ and *Mgp*^*f/f*^*;Ad*^*cre*^ mice, respectively (Figure 7D). The vascular pattern in iBAT showed most spacing in the *Mgp*^*f/f*^*;Ve*^*cre*^ iBAT, as visualized by immunofluorescence for CD31 (Figure 8D). The area covered by vasculature was most prominent in the *Mgp*^*f/f*^*;Ad*^*cre*^ iBAT (Figure 8D), where the vessel diameters was the smallest (Figure 8D). The vascular patterning reflected brown versus white adipose differentiation and the size of the lipid droplets. Thus, in both the *Mgp*^*f/f*^*;Ve*^*cre*^ and *Mgp*^*f/f*^*;Ad*^*cre*^ iBAT, the ECs showed enhanced proliferation and expression of EC markers and BMP4, which has also been shown in MGP-depleted ECs in prior studies [34,49], suggesting that MGP from either ECs and adipose cells can affect the ECs. It suggests that MGP plays a direct role in EC biology.

**Figure 8:**
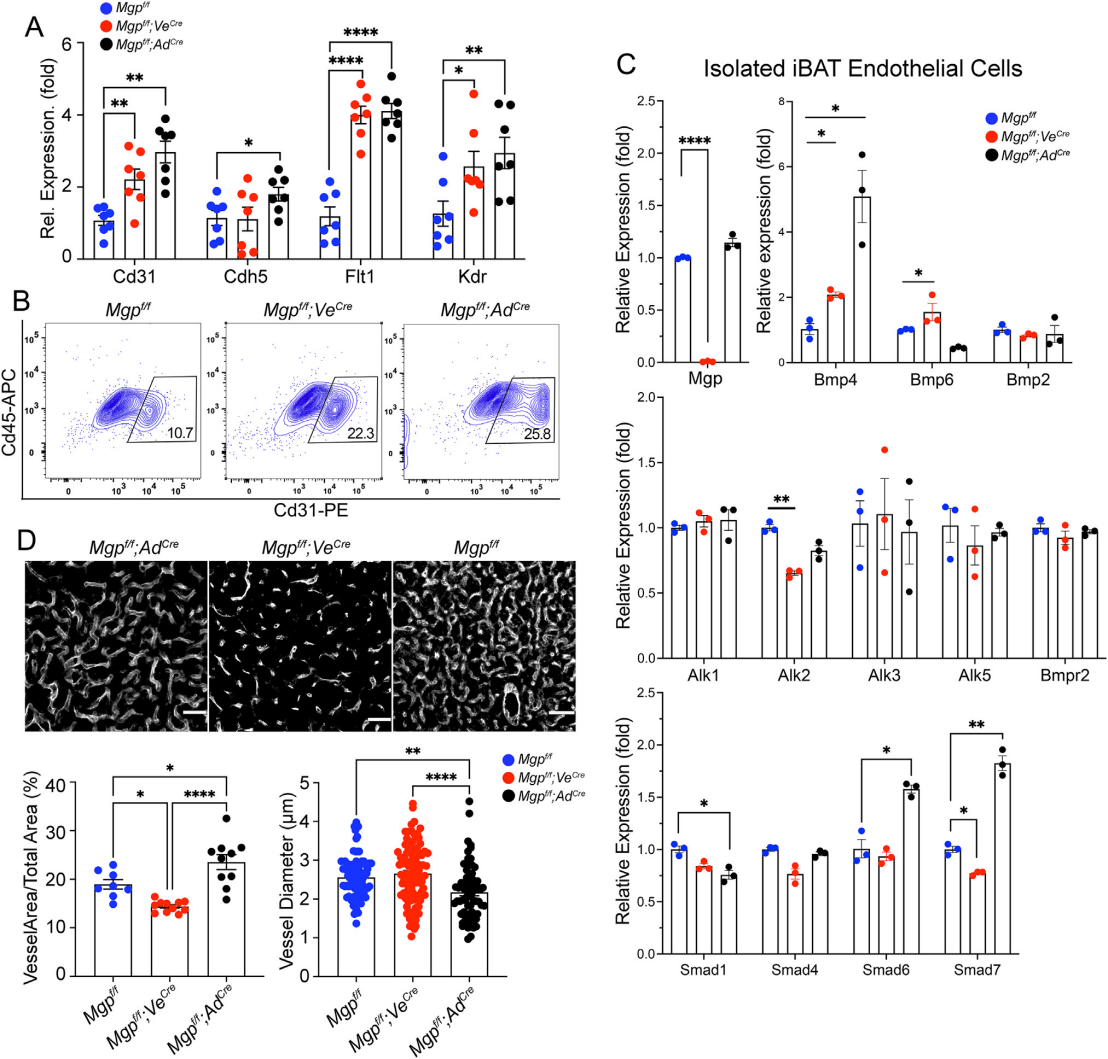
**Both endothelial and adipose Mgp deletion expands vascular growth.** (**A**) Expression of *Cd31*, *Cdh5*, *Flt1* and *Kdr* in iBAT from *Mgp*^*f/f*^*, Mgp*^*f/f*^*; Ve*^*Cre*^*and Mgp*^*f/f*^*; Ad*^*Cre*^ mice, as determined by qPCR (n = 7 mice per group). (**B**) FACS analysis of CD45-and CD31+ endothelial cells from the brown adipose stromal vascular fractions isolated from the three groups of mice (n = 5 mice per group). (**C**) Expression of *Mgp, Bmp4, Bmp6, Bmp2, Alk1, Alk2, Alk3, Alk5, Bmpr2, Smad1, Smad4, Smad 6,* and *Smad7* in endothelial cells isolated from iBAT in *Mgp*^*f/f*^ mice, *Mgp*^*f/f*^*: Ve*^*Cre*^ mice, and *Mgp*^*f/f*^*: Ad*^*Cre*^ mice (4 weeks of age, data from combined n = 3–4 mice), as determined by qPCR. Expression is calculated as fold change compared to the expression in *Mgp*^*f/f*^ mice. (**D**) Vascular pattern as assessed after immunostaining for CD31 (red converted to white). Bars, 12.5 μm. Vessel area and vessel diameter in iBAT from *Mgp*^*f/f*^, *Mgp*^*f/f*^*; Ve*^*Cre*^ and *Mgp*^*f/f*^*; Ad*^*Cre*^ mice as determined by ImageJ after conversion of images to black and white. Data are shown as mean ± SEM; One way ANOVA, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗∗p < 0.0001.

Altogether, our results suggest that MGP is important in early specification of brown progenitor cells in the perivascular region, transition to maturity of especially CD142+ adipose cells, and regulation of adipose capillary growth (Supplemental Figure 11 for schematic model).

## 4 Discussion

BAT differs from WAT during pre- and postnatal development and remodeling in that it is fully developed prior to birth, as determined by tissue mass and *Ucp1* expression [8], which enables the pups to maintain body temperature. Postnatally, the BAT continues to grow, first due to proliferation until P14, and subsequently due to lipid accumulation [8]. In mouse WAT, a tentative hierarchy has been defined among the ASPCs during development [1,20]. In young mice, DPP4+ interstitial progenitor cells give rise to CD142+ cells Aregs and ICAM1+ preadipocytes. The latter are primed to differentiate into mature adipocytes [20], with possible interconversion between the two. The DPP4+ cells may provide a renewable source of preadipocytes, or alternatively, the ICAM1+ and CD142+ cells may mediate tissue turnover and remodeling unrelated to the DPP4+ cells. In our analysis of the BAT scRNA-seq data, the ASPCs have a similar composition as the progenitor populations identified in WAT, including ASCs (DPP4+, CD55+), pre-adipocytes (ICAM1+) and Aregs (CD142+), suggesting that the progression of differentiation in BAT at least in part parallels that of WAT.

In our study, we focused on the endothelial and adipose progenitor populations. We found that *Mgp* is expressed in a distinct sub-population of ECs, which might correspond to previous observations that MGP is expressed with specific timing during angiogenesis [44]. In addition, *Mgp* is highly expressed in the CD142+ adipose progenitor cells, which suggests a potential role for MGP in support of *Cd142*-expressing cell transitions. The results pointed to at least two separate roles in the brown adipogenic development, one related to ECs and the other to adipose progenitors. Because the phenotype of the global *Mgp*-KO mouse was very complex with mixed endothelial and adipose phenotypes, we chose to perform cell-specific *Mgp*-deletions using the *Ve-Cre* and *Adipoq-Cre* mice in attempt to distinguish effects in ECs versus adipose cells. Since MGP is a secreted protein, we presumed that the EC-specific deletion would also target the perivascular region directly surrounding the maturing adipocytes.

Our results suggested that the EC-derived MGP is necessary to ensure that the lineage specification is directed towards brown adipogenesis in the perivascular region. On the other hand, MGP secreted from the CD142+ cells helps bridge the transition of these progenitors to brown adipogenic maturity, thereby playing a role in the regulation of the number of cells required for BAT function and preventing excess cells to remain at earlier stages. The large size of the non-functional MGP-deficient iBAT may reflect such a disruption, where large numbers of immature cells flood the tissue. 

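Among metabolic transcripts in the RNA-seq data of iBAT, the 16 fatty acid oxidation genes had a mean log2 fold change of -0.55 in the libraries labelled *Mgp*-KO against wild type (adjusted p = 8.90e-06 in limma's camera, 3.83e-05 with the replicate block, 0.0304 in an exact permutation test). The mean was -0.26 within replicates 1 to 3 and -0.98 within replicates 4 and 5, where the targeted gene goes against the labels. The 21 cholesterol synthesis genes had a mean of -0.59 (adjusted p = 1.39e-05 in camera, 0.0522 in the exact permutation test). The 20 nuclear genes of oxidative phosphorylation had a mean of -0.23 (adjusted p = 0.0342 in camera, 0.408 in the exact permutation test), with -0.01 within replicates 1 to 3 and -0.55 within replicates 4 and 5. Among single brown fat genes, the normalized count of *Ucp1* was 60876 ± 32192 (SD, n = 5) in wild type and 10201 ± 5064 (SD, n = 5) in the libraries labelled *Mgp*-KO. Its log2 fold change was -2.70 (standard error 0.51, adjusted p = 0.0601 from limma), with an adjusted p of 0.0179 with the replicate block and 0.0127 with the set term. *Ppargc1a* was at a similar level in both groups, 1239 ± 864 and 1016 ± 459.6 (SD, n = 5 each), a difference smaller than the spread between libraries.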

The RNA seq analysis (Supplemental Figure 7) showed that the wild-type iBAT had high expression of metabolic transcripts, which were down-regulated in the *Mgp*-KO iBAT. Thus, MGP seems to form a series of regulatory locks to direct BAT development. Sc-RNAseq information from other mouse and human BAT (data sets GSE161447 and E-MTAB-8564) show similar patterns of *Mgp* expression in subsets of ECs and adipose progenitors (data not shown).

BMP4 is known to cause commitment of mesenchymal stem/progenitor cells into adipocytes [24], which may occur perivascularly; BMP4 is a dominant BMP in the vascular endothelium [23,50] where it can also induce *Mgp* and establish a negative feedback regulation that involves BMP4 and MGP [31,51]. The whitening of the BAT after the endothelial *Mgp*-deletion suggest enhanced BMP4 activity as MGP was reduced in the perivascular region. The perivascular region is likely to serve as a target of whitening also in other contexts such as diabetes, which has been associated with enhanced BMP4 expression [52], potentially affecting the metabolic and thermogenic capacities of BAT. Indeed, endothelial *Bmp4* expression is highly responsive to hyperglycemia, hyperlipidemia, and inflammation [23,50], and is increased in obese humans where BMP4 correlates positively with adipocyte size [22]. Enhanced circulating levels of BMP4 from hepatic overexpression have been associated with reduced UCP1 levels, impaired lipolytic activation and increased lipids in BAT in mice [53]. Furthermore, adenoviral overexpression of BMP4 in adipose tissue enhances lipid droplet size but decreased expression of brown adipogenic markers [54]. Thus, BMP4 can affect both BAT and WAT and promote white adipogenic characteristics.

The importance of BMP regulation was also shown in our previous studies where adipocyte-specific deletion of *Noggin (Nog)*, a well-known BMP inhibitor that binds similar BMPs as MGP [21]. *Nog* deletion in mice was associated with age-related obesity in both genders unrelated to food intake, causing WAT hypertrophy and impaired function in BAT [55]. Noggin was also reduced in diet-induced obesity in inbred mice [55]. In the current data sets, expression of *Nog* was very low in the progenitor cells, supporting a role for Noggin in long-term regulation or age-related weight maintenance. Interestingly, no significant effect was detected after endothelial *Nog* knockout [55], supporting that MGP is a dominant inhibitor in the adipose endothelium.

The vascular effects of MGP is likely reinforced by its molecular characteristics. MGP is known to bind several other matrix proteins including fibronectin, HSP70, and is also part of matrix vesicles [[56], [57], [58]]. Thus, MGP may be highly effective in binding and inhibiting BMPs in precise locations such as the perivascular region or specialized matrix. It is less water soluble than Noggin, which might diffuse more freely and neutralize inappropriate BMP activity during adipose maintenance. Both the global and the cell-specific *Mgp* deletions expanded the EC population and the capillary network, with increased number of ECs, enhanced expression of EC markers, and enhanced BMP4 expression in the ECs from both mice with conditional *Mgp* deletions. There was even evidence of AV shunting in the iBAT with global *Mgp* deletion. It is consistent with previous studies where MGP was shown to be a potent vascular morphogen [33,35,43,44,49], and suggest that the ECs can be impacted by MGP deficiency in ECs as well as adipose cells, an advantage given the highly plastic nature of adipose tissue.

It is known that BMP signaling may need a specific temporal window to function correctly in developmental sequences or differentiation protocols to allow for correct activation of downstream signaling and cell specification [44,59,60]. The presence of BMPs and BMP antagonists might provide a more adaptable regulation of adipose tissue expansion and contraction, similar to previous observations in human white and beige adipogenesis [61]. The presence of BMP antagonists could also help mediate short pulses of BMP activity without large swings in BMP expression. In our case, MGP would be able to limit the exposure of ASPCs to excess BMP4 secreted by the endothelium.

We have previously shown that MGP binds and inhibits BMP7 [33], which has been strongly linked to brown adipogenesis. BMP7 promotes cultures of brown preadipocytes to undergo brown adipogenic differentiation, and when deleted in mice, causes a 50–70 % decrease in iBAT mass [25]. BMP7 delivered by minipumps also showed an increase in BAT volume in C57BL6/J mice [62]. Furthermore, administration of BMP7 in mice improved metabolic parameters and restored cellular glucose uptake with attenuated insulin signaling [63], and AAV-BMP7-mediated increases in BMP7 induced browning of WAT and activation of BAT [64]. Our results suggest that *Mgp* is expressed subsequently to *Bmp7*, which is expressed in the DPP4+ cells (Figure 4), thereby limiting BMP7 activity to the appropriate window of time during differentiation. The relationship of MGP to BMP8b and BMP6, which are closely related to BMP7, remains to be clarified. BMP8b is active in BAT but seems to be less involved in its development [28,29].

In summary, MGP is important in directing early brown adipogenic specification in perivascular progenitor cells, as well as in the transition to maturity of CD142+ adipose cells. Furthermore, both EC-derived and adipose cell-derived MGP can regulate the adipose capillary network.

## Funding

National Institutes of Health grant R01HL81397 (KIB).

National Institutes of Health grant R01HL158053 (KIB).

National Institutes of Health grant R01NS79353 (YY).

National Institutes of Health grant R01HL139675 (YY).

National Institutes of Health grant R01HL162643 (YY).

National Institutes of Health training grant T32HL007895 (XC).

National Institutes of Health grant K08HL168147 (XC).

UCLA Specialty Training and Advanced Research (STAR) fellowship program (XC).

## Author Contributions

Conception and design: LZ, XW, KIB

Collection and assembly of data: LZ, XQ, JJ, JM, LV

Data analysis and interpretation: LZ, XC, FM, YY, XW, KIB

Manuscript writing: LZ, XC, XW, KIB

Financial support: YY, KIB

Administrative support: KIB

## Declaration of competing interest

The authors declare that there are no conflicts of interest.

## Data Availability

Data will be made available on request.

# Supplementary material for: Two-step regulation by matrix Gla protein in brown adipose cell differentiation
**Source:** Mol Metab. 2024 Jan 4;80:101870. doi: 10.1016/j.molmet.2024.101870
**Supplement:** Multimedia component 1

**Supplemental Table 1: KEY RESOURCES**

| REAGENT or RESOURCE                      | SOURCE                    | IDENTIFIER          |
|------------------------------------------|---------------------------|---------------------|
| <b>Antibodies - Immunofluorescence</b>   |                           |                     |
| CD31, goat polyclonal                    | R&D Systems               | Cat# AF3628         |
| ICAM1, mouse monoclonal                  | Proteintech               | Cat# 60299-1-Ig     |
| MGP, rabbit polyclonal                   | Abcam                     | Cat# ab86233        |
| Perilipin-1, rabbit polyclonal           | Cell Signaling Technology | Cat# 9349S          |
| <b>Antibodies - FACS</b>                 |                           |                     |
| ICAM1 Alexa Fluor 647                    | Thermo Fisher             | Cat#A15397          |
| Mouse DPPIV/CD26 Alexa Fluor 594         | R&D                       | Cat# FAB9541T-100UG |
| CD31 PE                                  | Thermo Fisher             | Cat#12-0311-82      |
| CD140a/PDGFRα BV786                      | BD Biosciences            | Cat# 740930         |
| CD45 APC                                 | Thermo Fisher             | Cat# 17-0451-82     |
| CD142 / F3, rabbit polyclonal            | Sino Biological           | Cat# 50413-R001     |
| DPP4, mouse monoclonal                   | R&D Systems               | Cat# AF954          |
| PDGFRα, goat polyclonal                  | R&D Systems               | Cat# AF1062         |
| <b>Antibodies - Immunoblotting</b>       |                           |                     |
| FABP4 rabbit monoclonal                  | Cell Signaling Technology | Cat# 3544           |
| Acetyl-CoA Carboxylase rabbit monoclonal |                           | Cat# 3676           |
| Fatty Acid Synthase rabbit monoclonal    |                           | Cat# 3180           |
| Adiponectin rabbit monoclonal            |                           | Cat# 2789           |

|                                                    |                           |                  |
|----------------------------------------------------|---------------------------|------------------|
| PPARgamma rabbit monoclonal                        | Cell Signaling Technology | Cat# 2435        |
| Phospho-HSL rabbit monoclonal                      |                           | Cat# 4137        |
| HSL rabbit monoclonal                              |                           | Cat# 4107        |
| SMAD1 rabbit monoclonal                            |                           | Cat# 6944        |
| Phospho-SMAD1/5 rabbit monoclonal                  |                           | Cat# 9516        |
| GAPDH rabbit monoclonal                            |                           | Cat# 2118        |
| SMAD4 rabbit monoclonal                            |                           | Cat# 36535       |
| SCD1 goat polyclonal                               | Santa Cruz Biotechnology  | Cat# Sc14719     |
| UCP1 rabbit UCP1 polyclonal                        | Abcam                     | Cat# ab10983     |
| <b>Secondary antibodies and DAPI</b>               |                           |                  |
| 4',6-diamidino-2-phenylindole (DAPI)               | Sigma-Aldrich             | Cat# D9542       |
| Chicken anti goat secondary antibodies, Alexa594   | Invitrogen                | Cat# A-21468     |
| Chicken anti rabbit secondary antibodies, Alexa488 | Invitrogen                | Cat# A-21441     |
| <b>Cell Lines, Medium, and Chemicals</b>           |                           |                  |
| Pre-BAT cells                                      | Dr. Aldons J. Lusi, UCLA  | N/A              |
| BODIPY™ 493/503                                    | Thermo Fisher             | Cat# D3922       |
| Oil Red O                                          | Sigma                     | Cat# O0625       |
| DMEM, high glucose                                 | Gibco                     | Cat# 11965118    |
| 3-Isobutyl-1-methylxanthine                        | Sigma                     | Cat# I7018-100mg |
| 3,3',5-Triiodo-L-thyronine sodium salt             | Sigma                     | Cat# T6397-250mg |

|                                                      |                     |                  |
|------------------------------------------------------|---------------------|------------------|
| Indomethacin                                         | Sigma               | Cat# I7378-5g    |
| Dexamethasone                                        | Sigma               | Cat# D4902-100mg |
| Insulin from Bovine pancreas                         | Sigma               | Cat# I5500-100mg |
| Rosiglitazone                                        | Sigma               | Cat# R2408-50mg  |
| Antibiotic-Antimycotic (100x)                        | Gibco               | Cat# 15240062    |
| LY294002 (DMSO solution)                             | Abcam               | Cat# ab146593    |
| <b>Immunoblotting</b>                                |                     |                  |
| Nitrocellulose Membrane                              | Invitrogen          | Cat# 88018       |
| NuPAGE™ Transfer Buffer (20X)                        |                     | Cat# NP00061     |
| NuPAGE™ MES SDS Running Buffer (20X)                 |                     | Cat# NP000202    |
| NuPAGE™ LDS Sample Buffer (4X)                       |                     | Cat# NP0007      |
| NuPAGE™ Sample Reducing Agent (10X)                  |                     | Cat# NP0009      |
| NuPAGE™ 10%, Bis-Tris, 1.0–1.5 mm, Mini Protein Gels |                     | Cat# NP0301BOX   |
| RIPA Lysis and Extraction Buffer                     | Thermo Scientific   | Cat# 89901       |
| PageRuler™ Prestained Protein Ladder, 10 to 180 kDa  | Thermo Scientific   | Cat# 26616       |
| Phosphatase inhibitor                                | Roche               | Cat# 04906837001 |
| Protease inhibitor                                   | Roche               | Cat# 11836153001 |
| <b>Other chemicals</b>                               |                     |                  |
| Antigen Unmasking Solution                           | Vector Laboratories | Cat# H-3300-250  |
| Erythrocyte Lysis Buffer                             | Qiagen              | Cat# 79217       |
| 2-Mercaptoethanol                                    | Gibco               | Cat# 21985023    |
| <b>Virus Strains and Transfection Reagents</b>       |                     |                  |

|                                                                           |                          |                                                                                                                       |
|---------------------------------------------------------------------------|--------------------------|-----------------------------------------------------------------------------------------------------------------------|
| MGP shRNA Lentiviral particles                                            | Santa Cruz Biotechnology | SC-44627                                                                                                              |
| Control ShRNA Lentiviral particles                                        | Santa Cruz Biotechnology | Sc108080                                                                                                              |
| Polybrene                                                                 | Santa Cruz Biotechnology | Cat# SC-134220                                                                                                        |
| Puromycin                                                                 | Sigma-Aldrich            | Cat# P9620                                                                                                            |
| <b>Essential Commercial Assays</b>                                        |                          |                                                                                                                       |
| Corning™ Sterile Cell Strainers 40µm                                      | Corning                  | Cat# 431750                                                                                                           |
| RNeasy Mini Kit                                                           | Qiagen                   | Cat# 74106                                                                                                            |
| High-Capacity cDNA Reverse Transcription Kit                              | Thermo Fisher            | Cat# 4374967                                                                                                          |
| TaqMan™ Universal Master Mix II, With UNG                                 | Thermo Fisher            | Cat# 4440039                                                                                                          |
| HiPerFect Transfection Reagent                                            | Qiagen                   | Cat# 301704                                                                                                           |
| FluoSpheres™ Polystyrene Microspheres, 15 µm, green fluorescent (450/480) | Invitrogen               | Cat# 21010                                                                                                            |
| <b>Deposited Data</b>                                                     |                          |                                                                                                                       |
| WT/KO BAT                                                                 | GEO                      | GSE233274                                                                                                             |
| <b>Software and Algorithms</b>                                            |                          |                                                                                                                       |
| GraphPad Prism                                                            | GraphPad Software Inc.   | <a href="https://www.graphpad.com/scientific-software/prism/">https://www.graphpad.com/scientific-software/prism/</a> |
| Cell ranger v3.1.0                                                        | 10x Genomics             | <a href="https://support.10xgenomics.com">https://support.10xgenomics.com</a>                                         |
| Seurat v3.1.2                                                             |                          | <a href="https://satijalab.org/seurat/">https://satijalab.org/seurat/</a>                                             |

|            |  |                                                                                         |
|------------|--|-----------------------------------------------------------------------------------------|
| g:Profiler |  | <a href="https://biit.cs.ut.ee/gprofiler/gost">https://biit.cs.ut.ee/gprofiler/gost</a> |
|------------|--|-----------------------------------------------------------------------------------------|

# Supplementary material for: Two-step regulation by matrix Gla protein in brown adipose cell differentiation
**Source:** Mol Metab. 2024 Jan 4;80:101870. doi: 10.1016/j.molmet.2024.101870
**Supplement:** Multimedia component 2

**Supplemental Table 2. Primers for qRT-PCR and genotyping**

| Primer | Oligonucleotides/ Cat# | Experiment |
|--------|------------------------|------------|
| GAPDH  | Mm99999915_g1          | RT-qPCR    |
| BMP4   | Mm00432087_m1          | RT-qPCR    |
| BMP7   | Mm00432102_m1          | RT-qPCR    |
| Mgp    | Mm01615497_m1          | RT-qPCR    |
| Prdm16 | Mm00712556_m1          | RT-qPCR    |
| Plin1  | Mm00558672_m1          | RT-qPCR    |
| Pparg  | Mm00440940_m1          | RT-qPCR    |
| F3     | Mm00438855_m1          | RT-qPCR    |
| Pdgfra | Mm00440701_m1          | RT-qPCR    |
| Dpp4   | Mm00494552_m1          | RT-qPCR    |
| Pgc1a  | Mm0128835_m1           | RT-qPCR    |
| Adipoq | Mm00456425_m1          | RT-qPCR    |
| Cd34   | Mm00476712_m1          | RT-qPCR    |
| Kdr    | Mm01222421_m1          | RT-qPCR    |
| Cdh5   | Mm00486938_m1          | RT-qPCR    |
| Flt1   | Mm00438980_m1          | RT-qPCR    |
| Pecam1 | Mm00476712_m1          | RT-qPCR    |
| Ucp3   | Mm01163394_m1          | RT-qPCR    |
| Tfam   | Mm00447485_m1          | RT-qPCR    |
| Nrf1   | Mm01135606_m1          | RT-qPCR    |
| Bmp4   | Mm00432087_m1          | RT-qPCR    |

|              |                        |            |
|--------------|------------------------|------------|
| Bmp2         | Mm01340178_m1          | RT-qPCR    |
| Bmp6         | Mm01332882_m1          | RT-qPCR    |
| Bmp3b/Gdf10  | Mm01220860_m1          | RT-qPCR    |
| Gdf5         | Mm00433564_m1          | RT-qPCR    |
| Bmp7         | Mm00432102_m1          | RT-qPCR    |
| Bmp8a        | Mm00432109_m1          | RT-qPCR    |
| Bmp8b        | Mm004321115_m1         | RT-qPCR    |
| Grem1        | Mm00488615_s1          | RT-qPCR    |
| Fst          | Mm00514982_m1          | RT-qPCR    |
| Bambi        | Mm03024088_g1          | RT-qPCR    |
| Bmpr2        | Mm00432134_m1          | RT-qPCR    |
| Alk6/Bmpr1b  | Mm03023971_m1          | RT-qPCR    |
| Alk3/Bmpr1b  | Mm00477650_m1          | RT-qPCR    |
| Alk2/Acvr1   | Mm01331069_m1          | RT-qPCR    |
| Alk1/Acvr1   | Mm00437432_m1          | RT-qPCR    |
| Smad7        | Mm00484742_m1          | RT-qPCR    |
| Smad6        | Mm00484738_m1          | RT-qPCR    |
| Smad4        | Mm03023996_m1          | RT-qPCR    |
| Smad1        | Mm00484723_m1          | RT-qPCR    |
| Mgp_WT-F     | GCCACAATTTCTGCATCCTGC  | Genotyping |
| Mgp_WT-R     | CGGGAAAGATGAGGAAGAAGGG | Genotyping |
| MGP-mutant-F | TGCCTGAAGTAGCGGTTGTA   | Genotyping |
| MGP-mutant-R | TGAATGAACTGCAGGACGAGG  | Genotyping |

|                              |                            |            |
|------------------------------|----------------------------|------------|
| Adipoq-tg-F                  | ACGGACAGAAGCATTTTCCA       | Genotyping |
| Adipoq-tg-R                  | GGATGTGCCATGTGAGTCTG       | Genotyping |
| Mgp <sup>flox</sup> -F       | CTTAGAAACTGCTGGGTCACGTAGC  | Genotyping |
| Mgpflox-R                    | CTTATTTGTCACACGCTGTCACTGTC | Genotyping |
| Ve-tg-F                      | AGGCAGCTCACAAAGGAA CAA T   | Genotyping |
| VE-tg-R                      | TCG TTG CAT CGA CCG GTA A  | Genotyping |
| Adipoq <sup>Ert2</sup> -tg-F | GAG TCT GCC TTT CCC ATG AC | Genotyping |
| Adipoq <sup>Ert2</sup> -tg-R | TCC CTC ACA TCC TCA GGT TC | Genotyping |
| mTmG-common                  | CTT TAA GCC TGC CCA GAA    | Genotyping |
| mTmG-mutant-F                | TAG AGC TTG CGG AAC CCT TC | Genotyping |
| mTmG-Wild-type-F             | AGG GAG CTG CAG TGG AGT AG | Genotyping |

# Supplementary material for: Two-step regulation by matrix Gla protein in brown adipose cell differentiation
**Source:** Mol Metab. 2024 Jan 4;80:101870. doi: 10.1016/j.molmet.2024.101870
**Supplement:** Multimedia component 3

## SUPPLEMENTAL FIGURES

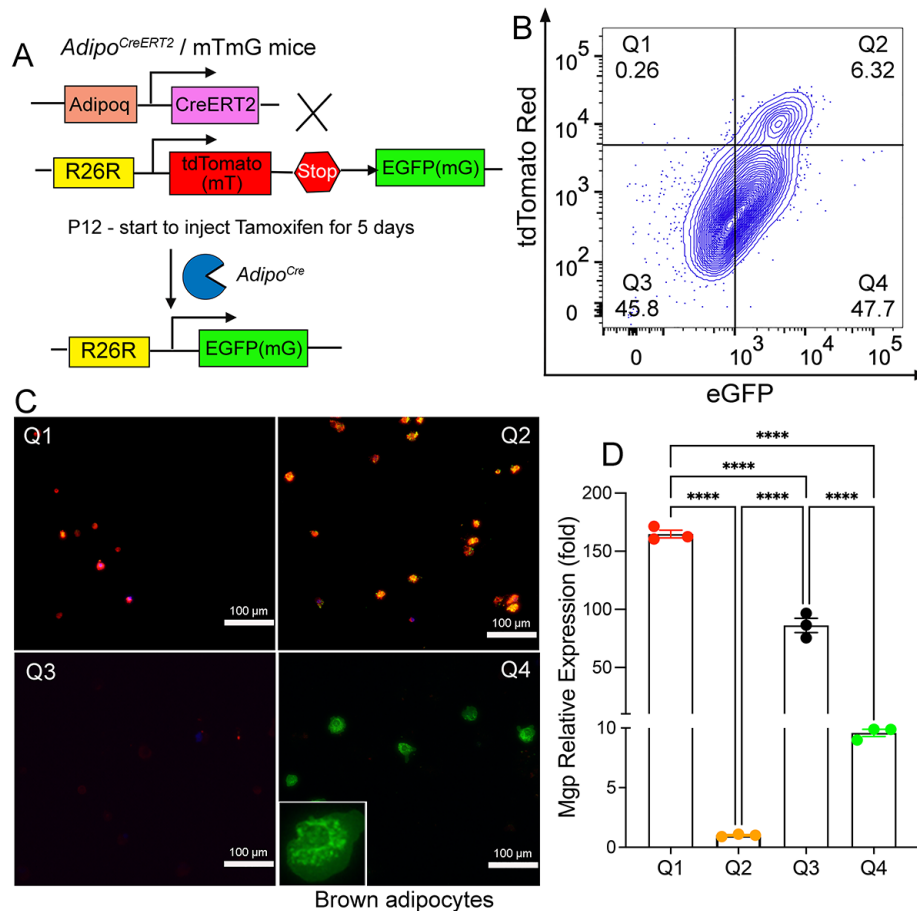

### Supplemental Figure 1

*Determination of MGP expression in mature brown adipocytes.*

**(A)** Schematic of mouse breeding to generate mice with selective expression of eGFP in cells expressing Adiponectin. The mice were injected with Tamoxifen on day 1, and continued for total of 5 days. As the adipocytes matured, the Adipo-Cre was activated and removed the red tdTomato (mT) leaving only the green eGFP (mG). After about 2 weeks, the cells were sorted by FACS.

**(B)** FACS analysis of iBAT cells isolated from *Adipo<sup>CreERT2</sup>;mTmG* mice (n=5 mice, 4 weeks of age), based on tdTomato Red and eGFP expression. Q4 showed only eGFP expression and represented mature brown adipocytes.

**(C)** Visualization of cells expressing fluorescent tdTomato Red (Q1), combine tdTomato Red and eGFP (Q2), and eGFP (Q4). Inset, enlargement of eGFP. Bars, 100  $\mu$ m.

**(D)** Expression of Mgp in Q1-4 sorted cells, as determined by qPCR (n=3).

Data are shown as mean+SEM; One way ANOVA, \*\*\*\* p<0.0001.

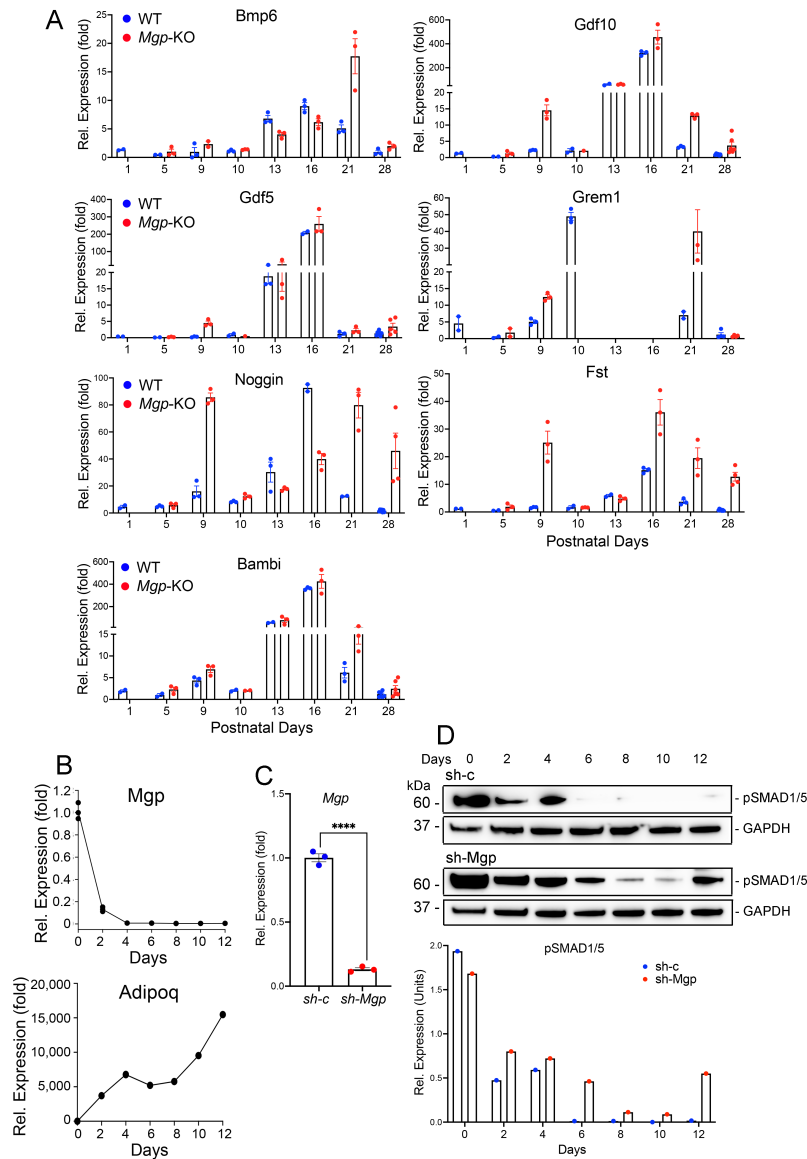

## Supplemental Figure 2

*BMP agonists, inhibitors, and SMAD signaling in iBAT and brown adipose cells.*

(A) Time course of expression of the agonists *Bmp6*, *Gdf10* (*Bmp3b*), *Gdf5* (*Cdmp1*), and the inhibitors *Grem1*, *Nog*, *Fst* and *Bambi* in iBAT from wild type (WT) and global *Mgp*-knockout (KO) mice between postnatal day (p)1-28, as determined by qPCR. Expression is calculated as fold change compared to p1 (n=3)

(B) Expression of *Mgp* and *Adipoq*, by qPCR in pre-BAT cells cultured for up to 12 days, as determined by qPCR. Expression is calculated as fold change compared to day 0 (representative of 3 replicate experiments).

(C) *Mgp* shRNA and control shRNA were used to transfect pre-BAT cells using 5  $\mu$ g/ml Polybrene and cultured for up to 12 days. *Mgp* expression was reduced to 10-15% of normal levels by the *Mgp* shRNA transfection.

(D) MGP deficiency in pre-BAT cells prolongs SMAD signaling. Immunoblotting of activated pSMAD1/5 after transfection of control shRNA (top) or *Mgp* shRNA (bottom), quantified by densitometry (representative of 3 replicate experiments).

Data from qPCR (panel C) are shown as mean $\pm$ SEM; unpaired two-tailed Student's *t* test, \*\*\*\*  $p < 0.0001$ .

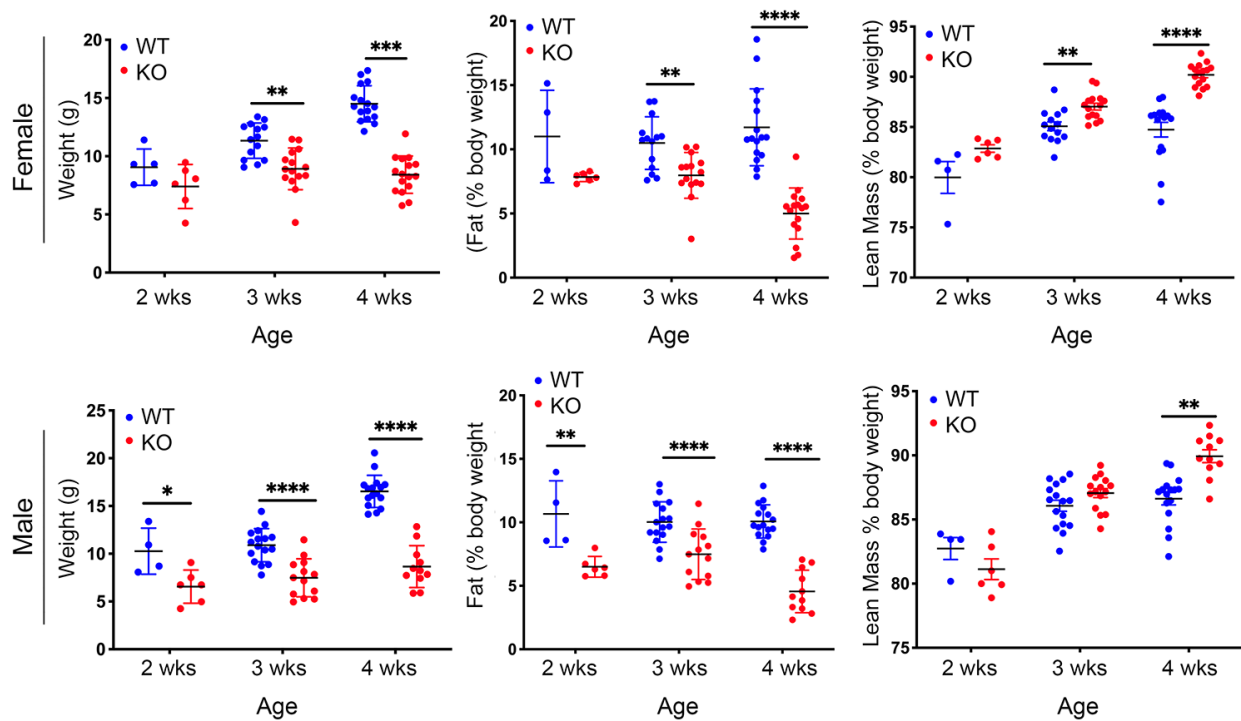

### Supplemental Figure 3

Comparison of body composition in wild type with global *Mgp*-knockout mice

Body weight, percent fat and percent lean mass in female and male wild-type (WT) and *Mgp*-knockout (KO) mice, from 4 weeks of age (data from n=5-12 mice per group).

Data are shown as mean+SEM; One way ANOVA, \* p<0.05, \*\* p<0.001, \*\*\* p<0.0001, \*\*\*\* p<0.0001.

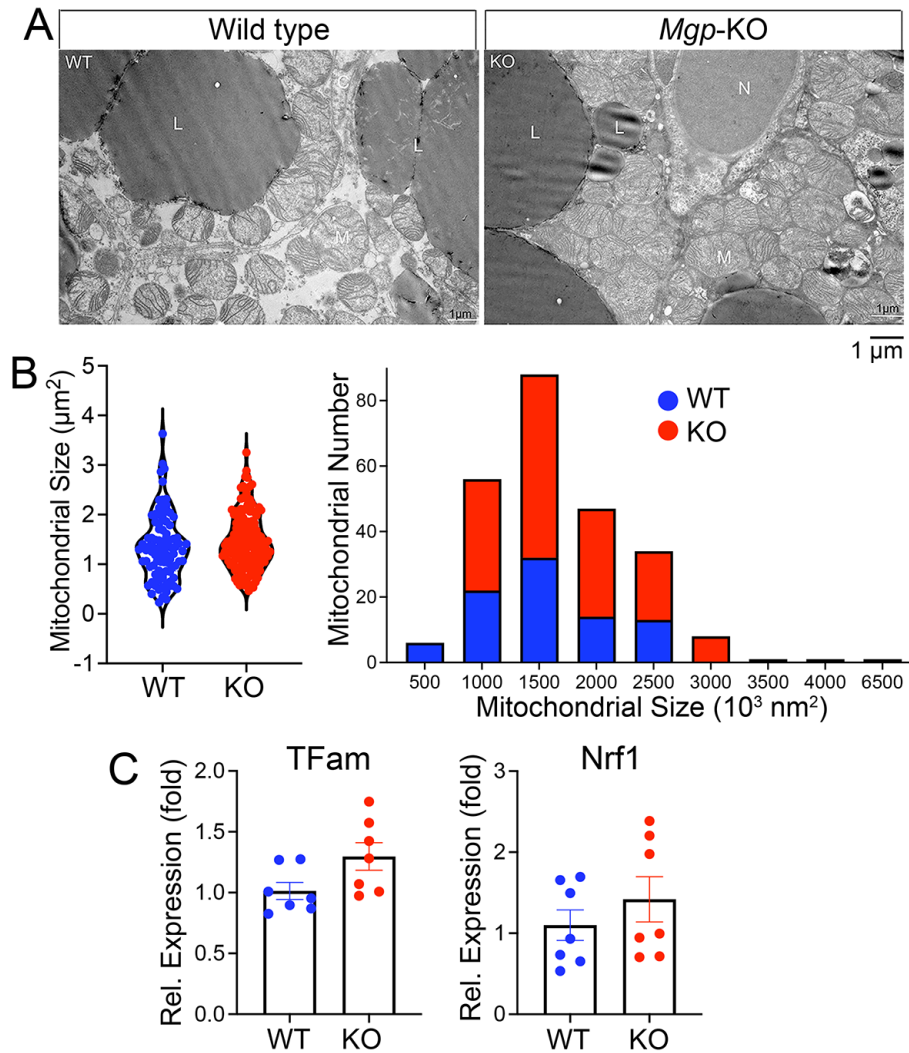

### Supplemental Figure 4

Global *Mgp*-deletion enhances the number of mitochondria in brown adipocytes

(A) Electron microscopy of interscapular (i)BAT demonstrating an excess of mitochondria in *Mgp*-KO mice as compared to wild type (WT) mice. Bars, 1  $\mu\text{m}$ .

(B) Mitochondrial size (left) and mitochondrial number (right) in WT and *Mgp*-KO iBAT.

(C) Expression of the thermogenesis-related genes *TFam* and *Nrf1* in WT and *Mgp*-KO iBAT, as determined by qPCR (n=7 mice per group).

Data from qPCR are shown as mean  $\pm$  SEM. Unpaired two-tailed Student's *t* test.

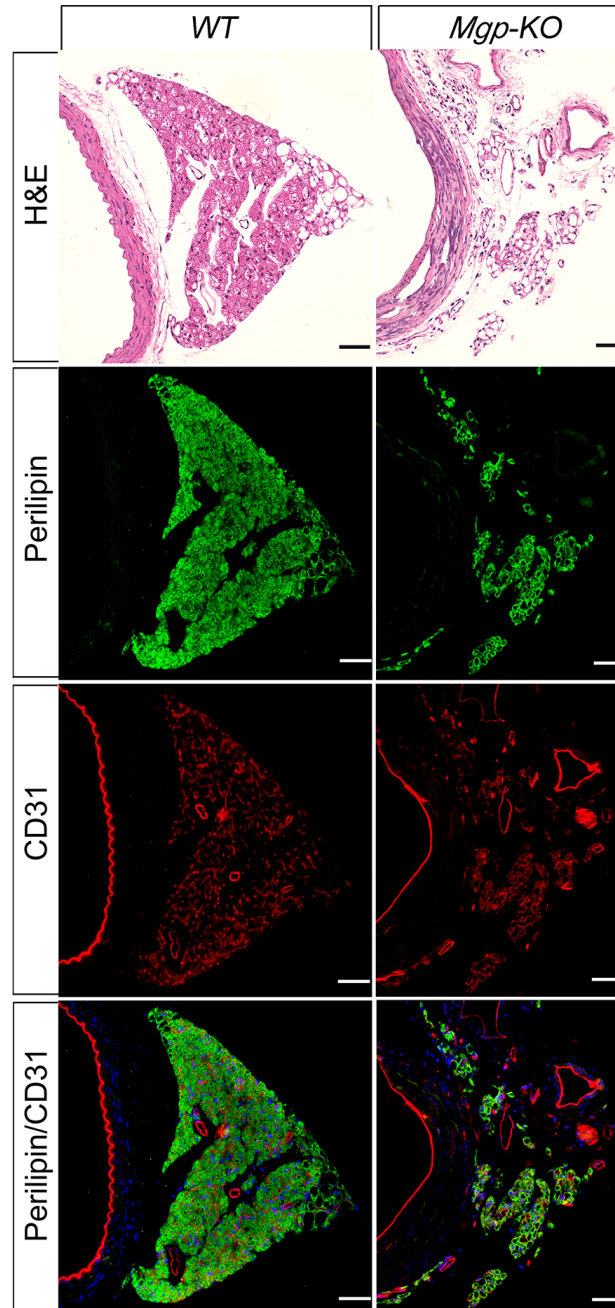

### **Supplemental Figure 5**

*Global MGP deficiency disrupts aortic perivascular adipose tissue (PVAT).*

(Top panels) H&E staining of PVAT from mid-dorsal aorta.

(Bottom panels) Immunofluorescence for Perilipin (green), CD31 (red), and merged Perilipin/CD31 in PVAT from wild type (WT) and *Mgp*-knockout (KO).

Bars, 25  $\mu$ m.

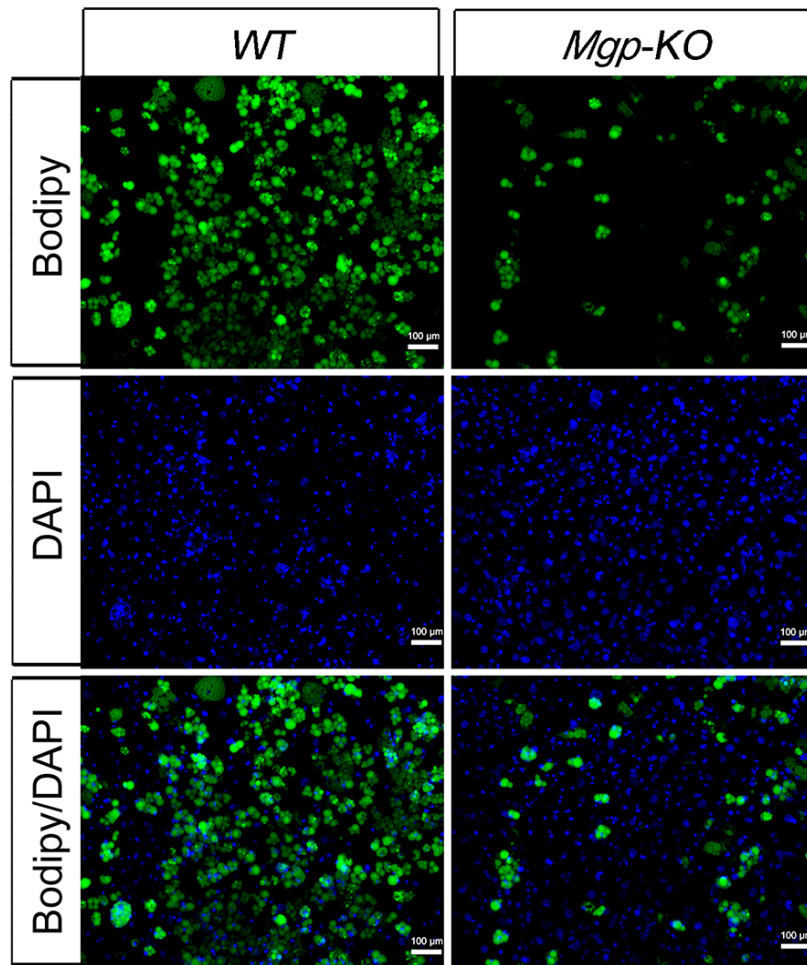

### **Supplemental Figure 6**

*MGP deficiency disrupts adipogenesis in cultured PDGFRA+DPP4+ cells from BAT but does not reduce the cell numbers.*

PDGFRA+DPP4+ cells were isolated from wild type (WT) and *Mgp*-knockout (KO) iBAT and cultured in adipogenic conditions for 12 days.

(Top panels) Staining for lipid droplets with BODIPY in PDGFRA+CD142+ cells from WT and *Mgp*-KO iBAT.

(Middle panels) Nuclear staining with DAPI.

(Bottom panels) Merged BODIPY/DAPI stainings.

Bars, 50 μm.

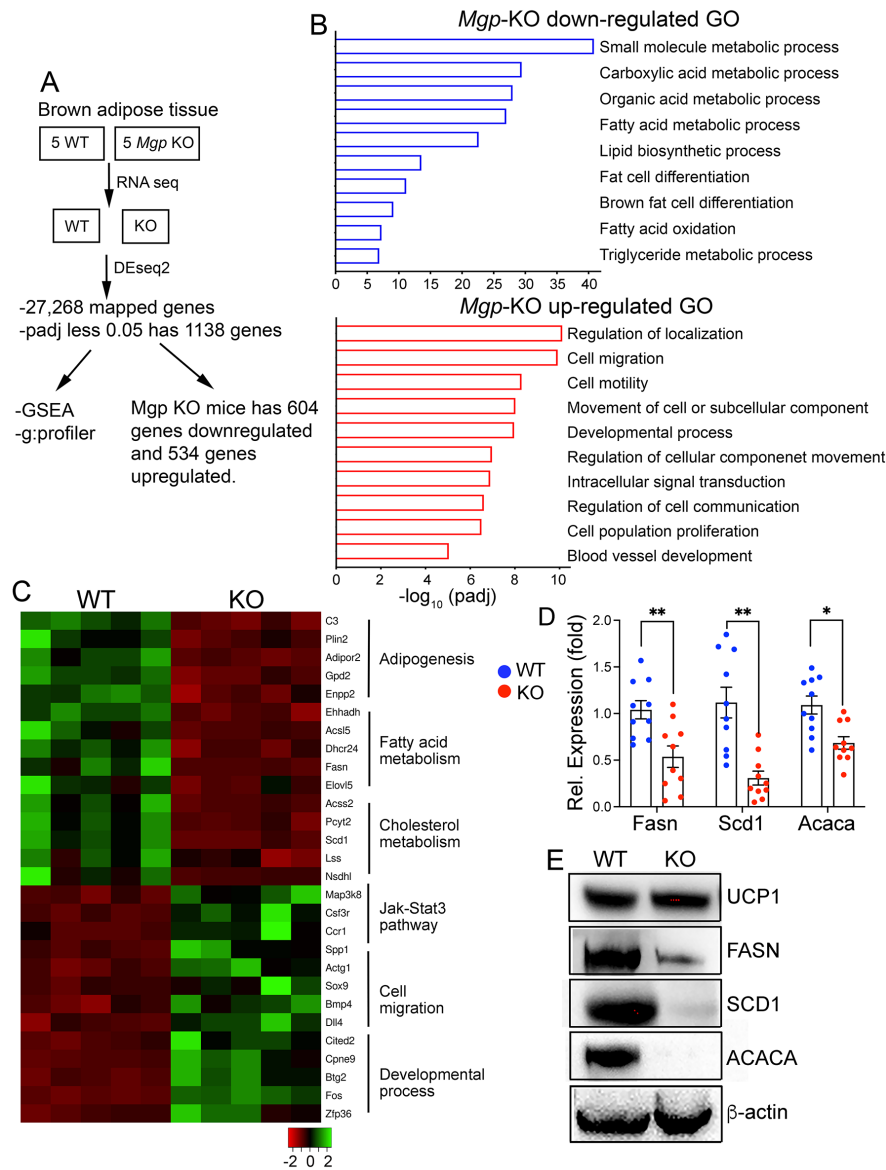

### Supplemental Figure 7

RNA-seq analysis shows that MGP-deficiency promotes stem cell characteristics

(A) Schematic diagram of RNA-seq analysis strategy.

(B) Gene ontology (GO) analysis of down-regulated and up-regulated genes in iBAT from *Mgp*-knockout (KO) mice compared to wild-type (WT) mice (n=5 mice per group).

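In place of the GO terms, Reactome pathways were tested with a one-sided Fisher's exact test among the 4544 tested genes with a Reactome annotation, over 831 pathways of 10 to 500 such genes. Of the genes lower in the libraries labelled *Mgp*-KO, 4 were annotated and 4 pathways had an adjusted p-value under 0.05. Fatty acyl-CoA biosynthesis held 3 of the 4 genes among its 17 members (Fisher's exact test, adjusted p = 1.44e-04) and triglyceride biosynthesis held 3 among 35 (Fisher's exact test, adjusted p = 6.92e-04). The others were fatty acid, triacylglycerol and ketone body metabolism (adjusted p = 0.00597) and activation of gene expression by SREBF (adjusted p = 0.0304), in the same Fisher's exact test. Among genes higher in these libraries 1 was annotated, 0 pathways passed and 4 had an unadjusted p under 0.05. With the genes called with the replicate number as a block, 9 pathways passed among the lower genes and 0 among the higher, for which 5 had an unadjusted p under 0.05. With the genes called by DESeq2 with the set term, chosen after the data were examined, 12 pathways passed among the lower genes and 1 among the higher.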

(C) Gene expression heat map of DEGs in iBAT from WT and KO mice.

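The heat map names groups of genes by process, and their direction was recomputed in the libraries labelled *Mgp*-KO against wild type. The 5 genes each of adipogenesis, fatty acid metabolism and cholesterol metabolism were all lower over the 10 libraries and within each set, although *Mgp* reads go against the labels in replicates 4 and 5. In each of these 3 groups 1 gene was past the threshold in limma, and with the set term 5, 5 and 4 were. *C3*, on chromosome 17 from 57203970 to 57228136 of GRCm38 (mm10), had a normalized count of 14569 ± 1950.1 (SD, n = 5) in wild type and 4693 ± 1424 (SD, n = 5) in the libraries labelled *Mgp*-KO, a log2 fold change of -1.68 (standard error 0.24, adjusted p = 0.0322 from limma). The log2 fold changes of *Acss2* and *Ehhadh* were -2.07 and -1.82, with an adjusted p of 0.0504 from limma for each, and both passed with the set term.

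The 5 genes each of cell migration and developmental process and the 3 genes of the Jak-Stat3 pathway were all higher over the 10 libraries. In limma 0 of these genes passed without a further term and all had an unadjusted p under 0.05. With the set term in limma 1 of the 5 migration genes, 3 of the 5 developmental genes and 0 of the 3 Jak-Stat3 genes passed. In DESeq2 with default parameters 4, 5 and 1 of them passed, and in DESeq2 with the set term 5, 5 and 3. *Sox9* had a normalized count of 27.6 ± 8.74 (SD, n = 5) in wild type and 86.4 ± 54.3 (SD, n = 5) in the libraries labelled *Mgp*-KO, a log2 fold change of 1.49 (standard error 0.40, adjusted p = 0.20 from limma), with 0.69 within replicates 1 to 3 and 2.69 within replicates 4 and 5. Several of the genes that rose are at low counts, such as *Ccr1* at 7.12 ± 2.94 (SD, n = 5) in wild type and 19.4 ± 9.20 (SD, n = 5) in the libraries labelled *Mgp*-KO, and *Spp1* at 4.29 ± 3.78 (SD, n = 5) in wild type and 20.3 ± 15.2 (SD, n = 5) in the libraries labelled *Mgp*-KO. The log2 fold change of *Actg1* was 1.96, at 16.4 and 67.6 normalized counts. It is uncertain because near-identical copies of this actin gene exist, and reads that match several copies may be left uncounted or misplaced.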

(D) Expression of *Fasn*, *Scd1*, and *Acaca*, related to lipid biosynthesis, in iBAT from WT and KO mice, as determined by qPCR (n=10 mice). Data are shown as mean $\pm$ SEM; unpaired two-tailed Student's *t* test, \* *p*<0.05, \*\* *p*<0.01.

(E) Expression of UCP1, FASN, SCD1 and ACACA in iBAT from WT and KO, as determined by immunoblotting using iBAT from the same mice as for qPCR (n=6 mice per group). Beta-actin was used as loading control.

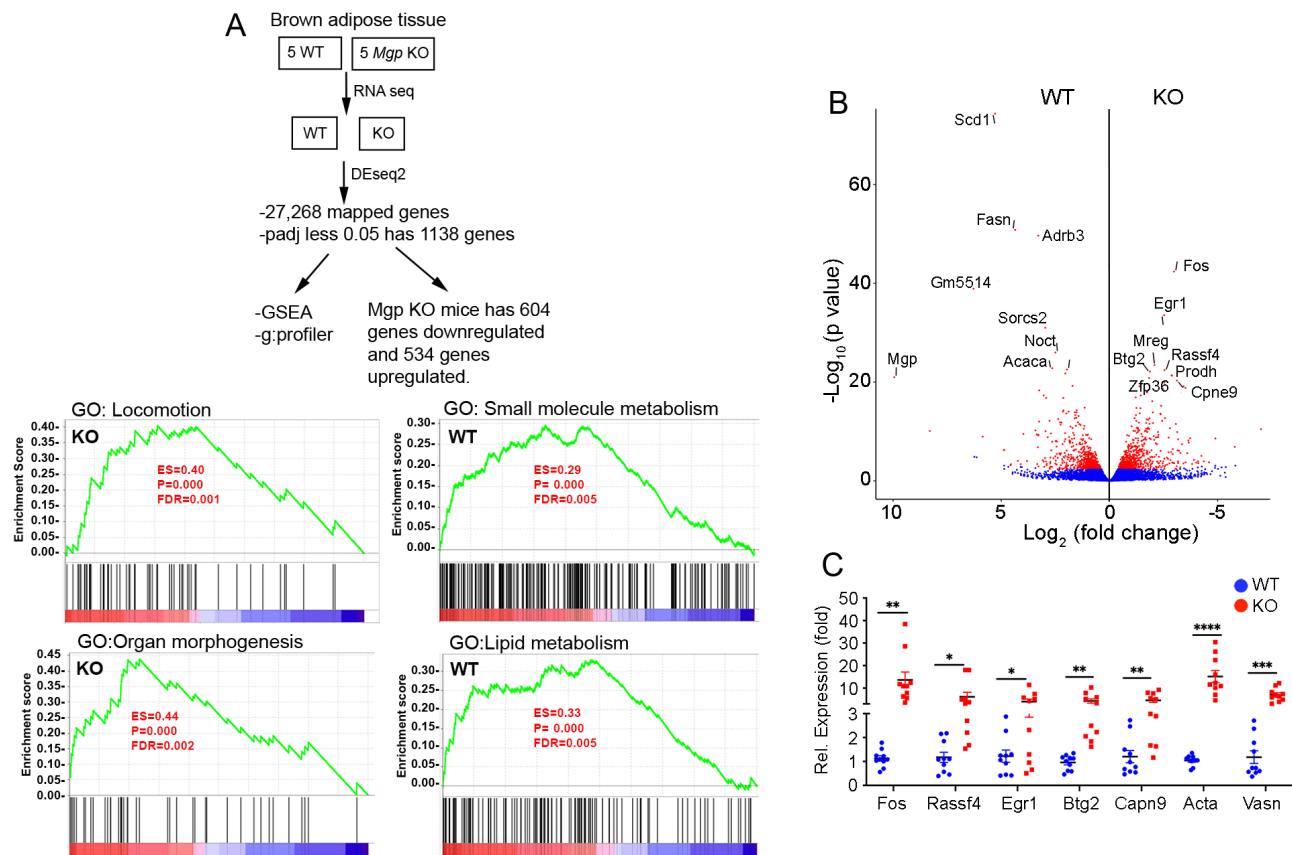

## Supplemental Figure 8

### Gene set enrichment analysis (GSEA) in iBAT from wild-type and *Mgp*-KO mice

(A) Schematic diagram of RNA-seq analysis strategy (top). GSEA analysis of 604 down-regulated and 534 up-regulated genes in iBAT from *Mgp*-knockout (KO) mice and wild-type (WT) mice (n=5 mice per group).

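With limma's camera on all 13714 tested genes in place of called genes, 28 of the 831 Reactome pathways were lower in the libraries labelled *Mgp*-KO and 5 were higher. The smallest adjusted p-values were those of fatty acyl-CoA biosynthesis, with a mean log2 fold change of -1.36 over its 17 genes (adjusted p = 1.03e-11 in camera), triglyceride biosynthesis with -0.88 over 35 genes (adjusted p = 6.12e-10) and mitochondrial translation with -0.29 over 86 genes (adjusted p = 7.59e-07). The higher pathways include the Notch-HLH transcription pathway, with a mean of 0.43 over 11 genes (adjusted p = 0.0156), and cell-cell communication, with 0.21 over 85 genes (adjusted p = 0.0452). Signaling by VEGF and developmental biology were not past the threshold, with adjusted p-values of 0.618 and 0.925 in camera. The cell cycle pathway was not past it either (adjusted p = 0.962). With the replicate number as a block, 29 pathways were lower and 17 were higher. Camera used an inter-gene correlation of 0.01, and no permutation test was run over these pathways. For the 23 gene lists, the libraries were split in 16 ways that part every same-numbered pair. In 9 of these, the real one among them, at least as many lists passed in camera as under the real labels. The adjusted p-values of these pathways may therefore be too small.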

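Among the genes named in the volcano plot, *Adrb3*, the beta-3 adrenergic receptor gene, had a normalized count of 2343 ± 647 (SD, n = 5) in wild type and 526 ± 354 (SD, n = 5) in the libraries labelled *Mgp*-KO, a log2 fold change of -2.37 (standard error 0.44, adjusted p = 0.0575 from limma). This was -3.32 within replicates 1 to 3 and -0.96 within replicates 4 and 5. *Gm5514* is a processed pseudogene on chromosome 19 from 21937380 to 21938381 of GRCm38 (mm10). Reads that also match the gene it was copied from may be left uncounted or misplaced, so its counts are uncertain. Its normalized count was 473 ± 183 (SD, n = 5) in wild type and 155 ± 281 (SD, n = 5) in the libraries labelled *Mgp*-KO, a log2 fold change of -4.06 (standard error 1.22, adjusted p = 0.236 from limma). The log2 fold change of *Sorcs2* was -2.42 (standard error 0.71, adjusted p = 0.225 from limma) and that of *Noct* was -2.28 (standard error 0.80, adjusted p = 0.323 from limma). Each of these 4 genes passed in limma with the replicate number as a block, with adjusted p-values of 0.0335, 0.0478, 0.0179 and 0.0191. Among the higher genes, the normalized count of *Rassf4* was 249.9 ± 68.8 (SD, n = 5) in wild type and 1142 ± 667 (SD, n = 5) in the libraries labelled *Mgp*-KO, a log2 fold change of 2.04 (standard error 0.38, adjusted p = 0.0575 from limma), and the groups did not overlap. *Rassf4* passed with the replicate block (adjusted p = 0.0191 in limma) and with the set term (adjusted p = 0.0104 in limma). *Egr1*, *Mreg* and *Prodh* passed with neither in limma, and within replicates 1 to 3 each passed in limma. In DESeq2 with default parameters *Egr1* and *Prodh* passed (adjusted p = 0.0369 and 0.0111 from DESeq2) and *Mreg* did not (0.0857). In DESeq2 with the set term *Mreg* and *Prodh* passed (adjusted p = 0.0415 and 0.00644 from DESeq2) and *Egr1* did not (0.0827). *Egr1* had a log2 fold change of 1.74 (standard error 0.79, adjusted p = 0.480 from limma), with 2.56 within replicates 1 to 3 and 0.50 within replicates 4 and 5. *Mreg* and *Prodh* rose within replicates 1 to 3, with log2 fold changes of 2.09 and 2.78, and had -0.40 and 0.01 within replicates 4 and 5, where the reads of *Mgp* go against the labels. In DESeq2 on replicates 1 to 3 alone, chosen after the data were examined, *Scd1*, *Fasn* and *Adrb3* had log2 fold changes of -5.29, -4.36 and -3.29 (adjusted p = 6.79e-71, 1.10e-47 and 1.11e-46 from DESeq2).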

(B) Global *Mgp*-deletion reduces gene expression related to lipid biosynthesis: Volcano plot analysis of RNA-seq data reveals that global *Mgp*-deletion significantly reduces lipid metabolism. Lipid biosynthesis genes such as *Scd1*, *Acaca*, and *Fasn*, are all expressed in wild type (WT) mice, whereas stem cell markers such as *Fos*, *Egr1*, *Btg2*, *Zfp36*, show enhanced expression in the *Mgp*-KO iBAT.

(C) Expression of *Fos*, *Rassf4*, *Egr1*, *Btg2*, *Capn9*, *Acta1*, and *Vasn* was enhanced in the *Mgp*-KO iBAT compared to WT, as determined by qPCR (n=10 mice per group).

Data from qPCR are shown as mean±SEM. Unpaired two-tailed Student's *t* test, \* *p*<0.05, \*\* *p*<0.01, \*\*\* *p*<0.001, \*\*\*\* *p*<0.0001.

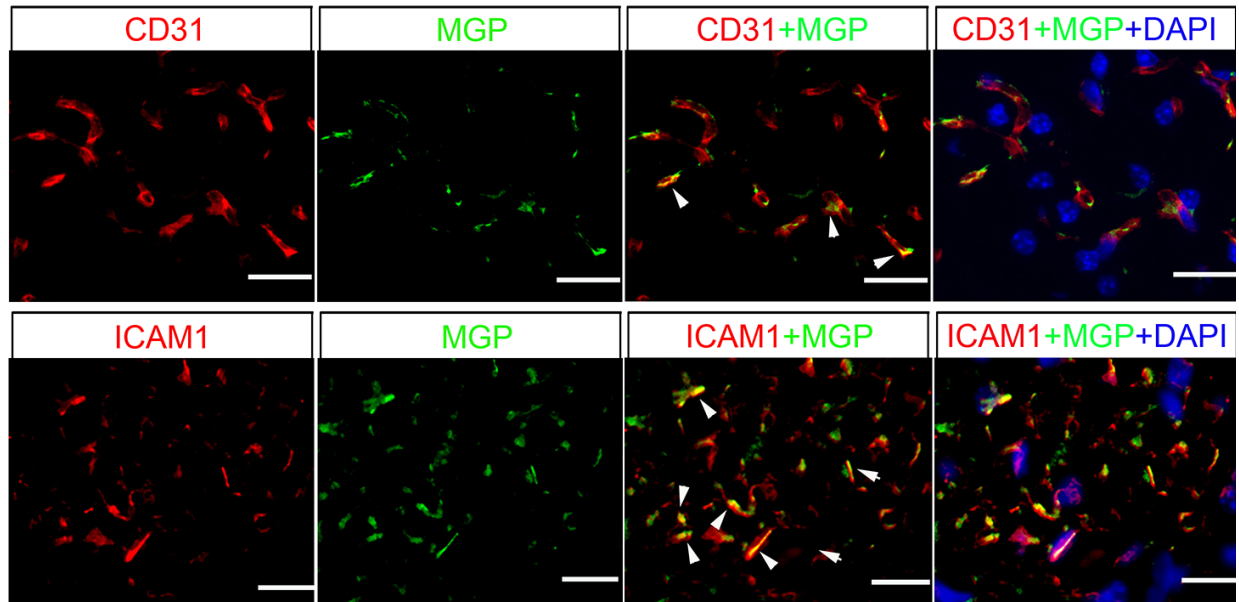

### **Supplemental Figure 9**

#### *Co-localization of MGP with CD31 and ICAM1 in wild-type iBAT*

Immunofluorescence for CD31 (red) and MGP (green) (top panels), and ICAM1 (red) and MGP (green) (bottom panels) in iBAT from wild-type mice at 4 weeks of age. DAPI (blue) was used to visualize nuclei. Bars, 25  $\mu$ m. White arrowheads indicate CD31 and MGP double-positive cells (top panel), or ICAM1 and MGP double-positive cells (bottom panel).

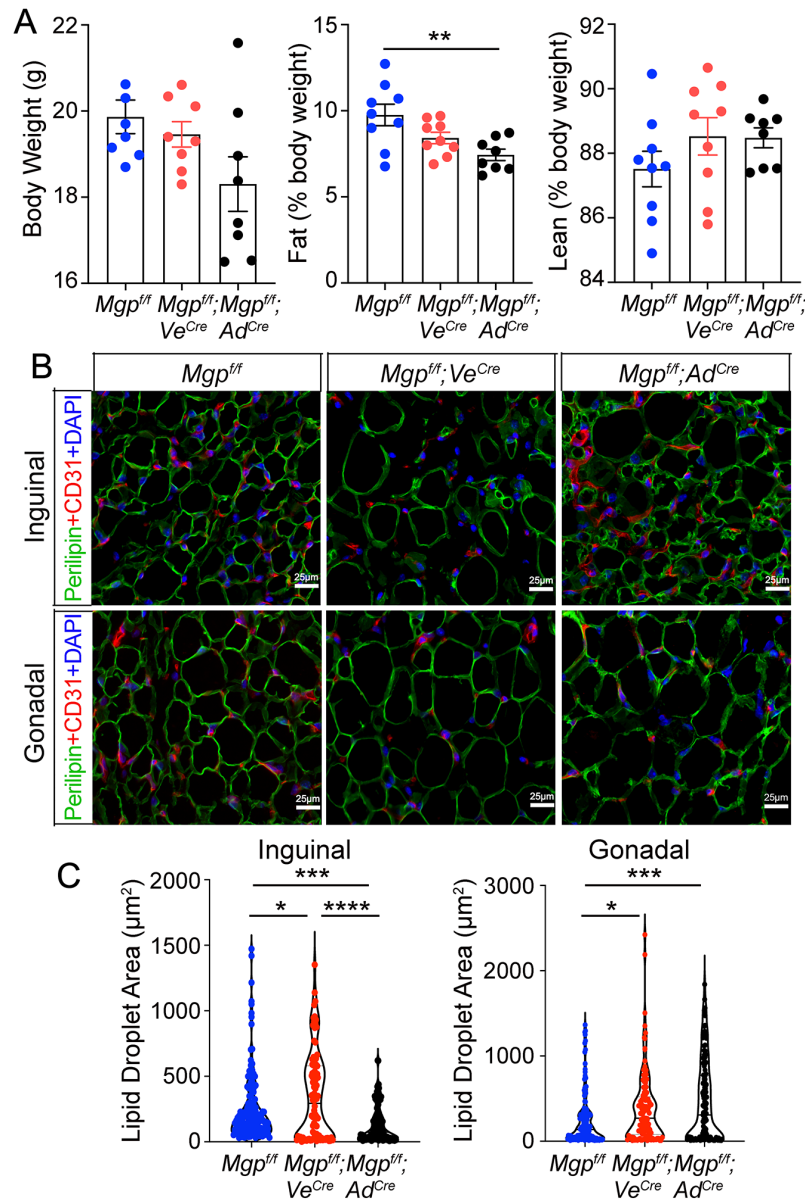

### Supplemental Figure 10

#### Characterization of white adipose tissue (WAT) in mice with conditional *Mgp* deletions

(A) Body weight, percent fat and percent lean mass in  $Mgp^{ff}$  mice,  $Mgp^{ff}; Ve^{Cre}$  mice, and  $Mgp^{ff}; Ad^{Cre}$  mice, at 4 weeks of age (data from n=8-9 mice per group).

(B) Immunofluorescence for Perilipin (green) and CD31 (red) in inguinal and gonadal WAT in  $Mgp^{ff}$  mice,  $Mgp^{ff}; Ve^{Cre}$  mice, and  $Mgp^{ff}; Ad^{Cre}$  mice. DAPI was used to visualize the nuclei. Bars, 25  $\mu m$  (representative of 3 replicates).

(C) Area of lipid droplets in inguinal and gonadal WAT from  $Mgp^{ff}$  mice,  $Mgp^{ff}; Ve^{Cre}$  mice, and  $Mgp^{ff}; Ad^{Cre}$  mice, as determined by ImageJ after staining for Perilipin (data from n=3 mice per group). Data are shown as mean+SEM; One way ANOVA, \*  $p < 0.05$ , \*\*  $p < 0.001$ , \*\*\*  $p < 0.0001$ , \*\*\*\*  $p < 0.0001$ .

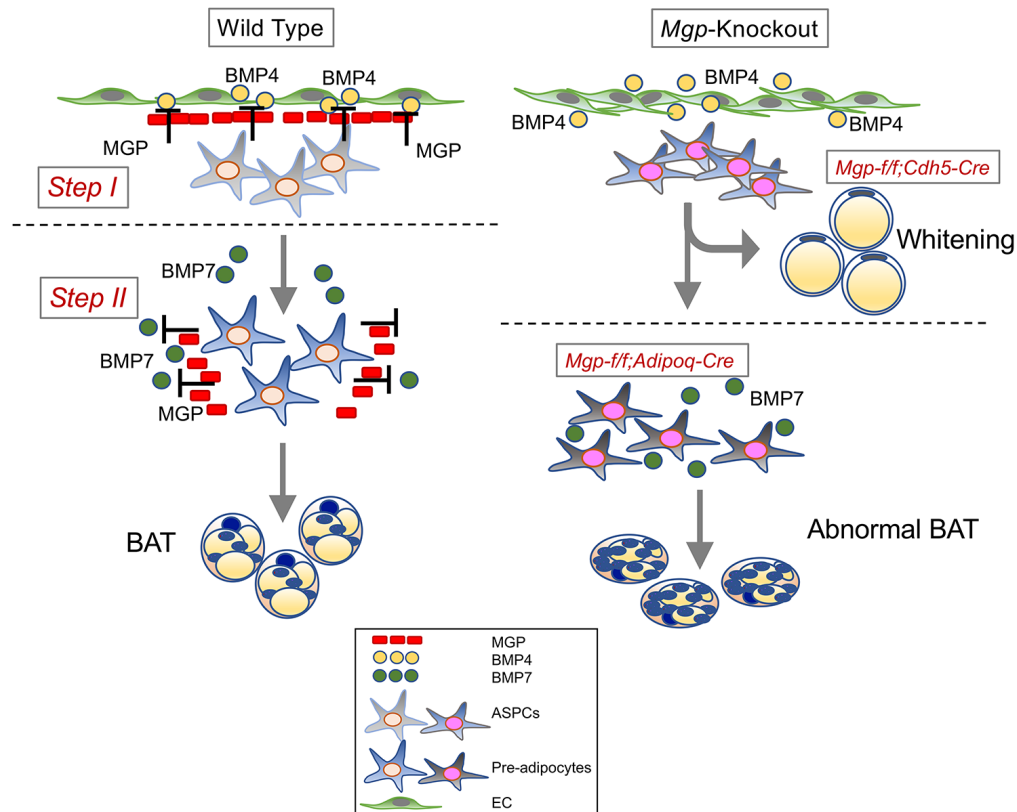

### Supplemental Figure 11

#### Working model of matrix Gla protein (MGP)-regulated steps in brown adipogenesis

(Left panel) MGP limits endothelial BMP4 in the induction of white adipogenesis or “whitening” in the perivascular area (top). MGP derived from CD142+ cells regulate BMP7 from DPP4 cells in the bridging of the CD142+ cells to mature brown adipocytes (bottom).

(Right panel) *Mgp* gene deletion in the endothelial cells causes endothelial overgrowth and white adipogenic induction in adipose progenitor cells (top). *Mgp* gene deletion in the adipose cells causes excess lipolytic activity (bottom).

How the deposited data were processed for this re-analysis (not part of the article)

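RNA from interscapular brown adipose tissue of mice labelled as 5 wild-type and 5 *Mgp*-KO males of 4 weeks was sequenced, and these 10 libraries are the data used here. The groups, sex and replicate numbers come from the sample labels, which match the groups of the paper. The reads of *Mgp* go against the labels *Mgp*-KO 4 and 5, and those of *Xist* and Y chromosome genes against the male label of wild type 2. All labels were kept as given. As the methods state, the authors mapped single reads of 50 bases to the mm10 mouse genome with STAR, counted reads on genes with its gene counting option and divided the counts of each library by a size factor estimated by DESeq2. The deposited values are therefore a signal per gene that is never negative, in the unit of normalized counts, and 27267 genes are listed by symbol. The annotation release and the strand setting of the counting were not found in the methods. Reads of overlapping and antisense genes can therefore be left uncounted or counted on the wrong gene.

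The smallest step between values in each library was taken as the value of 1 read. All values (100%) were whole multiples of it, and the reads counted on genes were recovered from them. They ranged from 9253793 to 22252260 per library. A gene with 0 reads in a library is under a floor of 3 reads, which corresponds to 2.15 to 5.19 normalized counts depending on the library. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

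Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend) on log2(normalized count + 1) for the 13714 genes with a mean normalized count of at least 10 over the 10 libraries, without a block. P-values were adjusted by the Benjamini-Hochberg method, and the threshold was an adjusted p under 0.05. The data held the unit that this design assumed. In the text, genes are named if the paper names them, if they are among the 5 with the largest change in each direction among genes past the threshold whose groups do not overlap, if they belong to a gene list that is discussed, or if they neighbour *Mgp*. *Xist* was outside this rule and was named after its values were seen.

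Lists of marker and pathway genes were tested with limma's camera at an inter-gene correlation of 0.01, over 23 lists with at least 4 tested genes, and with a two-sided exact permutation test of the list means of the libraries. Reactome pathways, as shipped with fgsea 1.28.0, were tested with a one-sided Fisher's exact test against the 4544 tested genes with a Reactome annotation. The GO gene sets of the paper were not used here. Comparisons of single values between groups used two-sided exact permutation tests. Coordinates come from the GENCODE annotation of GRCm38 (mm10), in which 25666 of the listed symbols (94.1%) were found.

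The gene-level test was repeated under 29 other settings. Those fixed with the design, before the data were examined, were other pseudocounts (0.5 and 10), no filter on low values or a mean of at least 50, the replicate number as a block, no mean-variance trend, equal upper quartiles, quantile normalization, edgeR 4.0.16 with TMM without and with the block, DESeq2 1.42.0 with default parameters, and each library left out in turn. A further 8 settings were added after the data were examined, because replicates 1 to 3 were seen to differ from replicates 4 and 5: a term for these sets in limma, edgeR and DESeq2, the replicate block in DESeq2, and limma and DESeq2 within each set. The settings in edgeR and DESeq2 used the recovered reads.

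The pairing of libraries by replicate number comes from the labels and was checked through the correlation of deviations from group means, which was 0.390 for libraries of the same number. Limma without a further term, with the block and with a set term, edgeR and DESeq2 without a further term and with a set term, and camera without and with a set term were tested on simulated data drawn from the real means and depths, with 200 of 13714 genes changed by 2 on the log2 scale. The block in edgeR and DESeq2 was not tested in this way. Limma without a set term recovered 89.5% of the changed genes where the simulated sets were alike and 72.0% where they differed, and 87.5% where they differed and a set term was in the model. DESeq2 with the set term recovered 92.5% under differing sets, with 41 false calls among 226, a share above the threshold of the test. Where the sets were alike it made 41 false calls among 227, and DESeq2 without the term 30 among 217. Under differing sets DESeq2 without the term made 8 among 177. There limma made 10 false calls among 185 with the set term, 11 among 183 with the block and 3 among 147 without a further term. Data from cultured cells, quantitative PCR, flow cytometry and blots were not analysed here. The values of 1 gene of the heat map are not reported here.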

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

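The tests in this part of *Mgp* reads, of the sets of libraries, of *Xist* and of *Gm5514* were chosen only after the result was seen, and those of immediate early genes had their decision limits set afterwards. For each of 132 groups of 5 values (genes and gene lists named in the text), the highest or lowest library was compared with the rest by Dixon's test, and 10 groups stood out. About 1 in 20 groups would do so by chance. The samples' labels give genotype as the only condition.

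The effect of the genotype label on *Mgp* differed between replicates 1 to 3 and replicates 4 and 5 (adjusted p = 2.51e-04 for the interaction in limma). It was the single gene of 13714 that passed this test, which can miss differences with 2 libraries per group in replicates 4 and 5. The libraries labelled *Mgp*-KO 4 and 5 held 50.4% and 33.3% of the mean *Mgp* value of wild type 4 and 5. If wild-type tissue of the same set had been mixed in at those shares, no gene would be expected to lie much below them. Yet *Fasn* in the library labelled *Mgp*-KO 5 was at 4.79% and *Scd1* at 6.03% of wild type 4 and 5. In the library labelled *Mgp*-KO 4 they were at 19.0% and 20.0%. Wild type 4 and 5 themselves differed in *Fasn*, with 74790 and 175522 normalized counts. Of 2359 genes with a mean of at least 1000, 609 in the library labelled *Mgp*-KO 4 and 55 in the library labelled *Mgp*-KO 5 were under the share of *Mgp*. If the labels had been exchanged with wild type 4 and 5, those libraries would lack *Mgp* reads, yet they held 782 and 485, so no library of the set is without them. Under such an exchange genes changed in replicates 1 to 3 would also move the opposite way. Of the 485 genes other than *Mgp* that passed the threshold within replicates 1 to 3, 391 (80.6%) had the same direction in replicates 4 and 5. The share was 65.8% for the library labelled *Mgp*-KO 4 alone and 89.5% for *Mgp*-KO 5 alone. The median ratio of the log2 fold changes of these genes, replicates 4 and 5 to replicates 1 to 3, was 0.477. The genes were chosen within replicates 1 to 3, which by itself can make the ratio small. For mixing, *Fasn*, *Scd1* and the genes under the share of *Mgp* argue against it, while smaller changes could also come from it. In the library labelled *Mgp*-KO 5 this rests on few genes, since the fifth percentile was 48.2%, above its share of *Mgp*. The values go against an exchange, as the reads of *Mgp* in wild type 4 and 5 already do. A shared lower expression of lipogenic genes with *Mgp* reads still present may point to another genotype or allele in these 2 mice, which was not tested, and the origin of the reads is open.

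Replicates 4 and 5 differed from 1 to 3 beyond depth. After every library was drawn down to 9253793 reads, 4935 genes still differed between the sets, against 5243 before, so depth alone is not the explanation. The lowest share of reads on mitochondrial ribosomal RNA in replicates 4 and 5 was 6.50%, and the highest in replicates 1 to 3 was 1.72%. Long intergenic noncoding RNA took between 2.37% and 5.38% of the reads against between 0.543% and 0.692%. A difference in library preparation, such as in the selection of messenger RNA, is a candidate explanation that these shares fit.

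The library labelled wild type 2, from a mouse given as male, had 5094 normalized counts of *Xist*, against between 0.754 and 44.0 in the other libraries. It was also the lowest of its group in *Ddx3y*, with 0, and in the mean of 4 Y chromosome genes, at -7.68 on the centred log2 scale. The sum of those Y chromosome genes was 0.0933% of the median of the other libraries. A mix of tissue from both sexes would leave a larger share, so the values are consistent with a female animal under a male label. No test of the effect of sex on other genes can be made from 1 such library. Without it, 0 genes passed in limma and 1169 had an unadjusted p under 0.05.

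Among the libraries labelled *Mgp*-KO, number 4 stood apart in *Adipor2*, with 4800 normalized counts against between 6043 and 6638 in the other libraries of its group. It also stood apart in *Ccr1*, with 35.6 against between 12.9 and 16.6. It had the highest mean of the endothelial genes, 1.21 on the centred log2 scale against at most 0.07 in the others of its group, and the lowest mean of the general adipocyte genes, -0.73. A larger share of vessel cells and a smaller share of adipocytes in this piece of tissue is a candidate explanation. Over all libraries the general adipocyte genes had a mean log2 fold change of -0.25 and were lower in all 5 same-numbered pairs, without passing the threshold (adjusted p = 0.0572 in camera). This leaves a change in the mix of cell types between the groups undecided. In wild type 4, *Adrb3* was at 1200.4 normalized counts against between 2533 and 2799 in the rest of its group, *Prodh* was at 835 against between 315 and 386, and the glucocorticoid response genes had a mean of 0.45. No explanation of these 3 values was tested.

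The library labelled *Mgp*-KO 5 had the lowest mean of the immediate early genes in its group, -1.47 on the centred log2 scale. In the other 4 libraries labelled *Mgp*-KO the mean was above that of all wild-type libraries, so that 1 of the 5 was at or below the highest wild type. The immediate early genes moved together within groups, with a mean correlation of 0.354, against 0.0639 for the 95th percentile of 1000 random lists of the same size. Genes that respond together would correlate under either cause, so this test cannot tell handling from an effect of the genotype. Over all libraries their mean log2 fold change was 0.27 and not past the threshold (adjusted p = 0.126 in camera, 0.680 in the exact permutation test). It was 0.52 within replicates 1 to 3 (adjusted p = 0.00150 in camera) and -0.11 within replicates 4 and 5. Handling of the tissue before it was frozen may account for a shared shift, and the higher immediate early genes in replicates 1 to 3 cannot be told apart from it.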

How the results depend on the processing

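The settings within the sets of replicates, with a set term, and with DESeq2 and the block, and the test of other partings of the numbers, were chosen after the data were examined. Over all 10 libraries 9 genes passed the threshold, 8 lower and 1 higher. With a pseudocount of 0.5 it was 8 genes and with equal upper quartiles 9, and without a mean-variance trend it was 11 (9 lower, 2 higher). With a pseudocount of 10 it was 29 (24 lower, 5 higher), with a mean of at least 50 it was 15 (13 lower, 2 higher) and with quantile normalization 34 (28 lower, 6 higher). Without a filter on low values 1 gene passed, and it was lower, with 0 higher and 2003 at an unadjusted p under 0.05. With edgeR and TMM 3 genes passed, all lower, with 0 higher and 1569 at an unadjusted p under 0.05. With DESeq2 it was 374 (209 lower, 165 higher).

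With the replicate number as a block, 270 genes passed in limma (178 lower, 92 higher), 222 in edgeR (150 lower, 72 higher) and 921 in DESeq2 (494 lower, 427 higher). The pairing check gave a correlation of 0.390 for libraries of the same number and -0.0224 once set means were removed, so the block acts mainly through the sets. With a set term 324 genes passed in limma (211 lower, 113 higher), 341 in edgeR (214 lower, 127 higher) and 1152 in DESeq2 (608 lower, 544 higher). Within replicates 1 to 3 it was 486 in limma (226 lower, 260 higher) and 1354 in DESeq2 (648 lower, 706 higher). Within replicates 4 and 5 it was 0 in limma, 0 lower and 0 higher, with 855 at an unadjusted p under 0.05, and 50 in DESeq2 (41 lower, 9 higher). The 9 genes were among those called in every setting named in this paragraph except within replicates 4 and 5, where DESeq2 called 6 of them. The share of lower genes was 88.9% in the reported fit, 65.9% with the block, 55.9% in DESeq2 and 46.5% within replicates 1 to 3. Each scaling moved the median log2 fold change of all genes by less than 0.1.

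Across the 10 fits that each left out one library, the number of genes ran from 0 to 93, lower genes from 0 to 54 and higher genes from 0 to 39. In 5 of these fits it was 0, with between 1060 and 1419 genes at an unadjusted p under 0.05. Over these fits *F3* ran from -0.37 to 0.47, *Ppargc1a* from -0.40 to 0.18, and *Acta1* from -0.26 to 2.25 on the log2 scale. The skeletal muscle list ran from -0.49 to 1.51, the circadian clock list from -0.048 to 0.22, the red blood cell list from -0.15 to 1.03 and the white adipocyte list from -0.019 to 0.32. The cause was not tested for any of these.

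*F3* was at -0.01 in the reported fit, and 0.084 in edgeR, 0.092 in DESeq2, 0.024 in edgeR with the set term, 0.026 in DESeq2 with the set term, and 0.17 (limma) and 0.15 (DESeq2) within replicates 1 to 3. *Icam1* was -0.39 (limma) and -0.40 (DESeq2) within replicates 1 to 3. Within replicates 4 and 5 the sign also turned for *Fos* (-0.022), *Mreg* (-0.40), *Zic1* (-0.77), *Vim* (-0.26) and *Gdf5* (-0.19) in limma, and for *Prodh* (-0.0062), *Zic1* (-0.92) and *Vim* (-0.27) in DESeq2. Among gene lists, red blood cell (-0.18) and white adipocyte (-0.23) turned within replicates 1 to 3. Adipose progenitor (0.025), circadian clock (-0.33), glucocorticoid response (-0.12), immediate early (-0.11), proliferation (0.32) and Y chromosome (-0.13) turned within replicates 4 and 5. The cause of these reversals was not tested. Other named genes and lists changed their side of the threshold without changing sign: with the block in limma 22 genes came to pass, with a set term 26 genes or lists came to pass and 1 no longer did, and in DESeq2 29 came to pass. Within replicates 1 to 3 in limma 30 came to pass and 4 no longer did, and in edgeR 5 no longer did.

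Of the lists, 11 passed in camera, and 3 with fry, 10 with the block, 11 with quantile normalization, 10 with a set term, 10 within replicates 1 to 3, 14 within replicates 4 and 5, and 8 to 14 with one library left out. Among lower genes 4 Reactome pathways passed, 6 with DESeq2 calls, 4 with sets of up to 2000 genes, 9 with block calls, 12 with DESeq2 calls under the set term, 28 with camera and 29 with camera and the block. Among higher genes 0 passed with 4 at an unadjusted p under 0.05, 0 with sets of up to 2000 genes with 4 at an unadjusted p under 0.05, 0 with block calls with 5 at an unadjusted p under 0.05, 1 with DESeq2 calls, 1 with DESeq2 calls under the set term, 5 with camera and 17 with camera and the block. On the first principal component the genotypes differed by no more than the spread of the libraries with genes of a mean of at least 10 (exact permutation p = 0.929) or scaled to unit variance (exact permutation p = 0.833). Over replicates 1 to 3 the exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow, so no call can be made there in either direction.

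The sets bear on how many genes pass. The data split 3 numbers against 2 in 10 ways, and a term for numbers 1 to 3 against 4 and 5 gave 324 genes in limma while the highest of the other 9 gave 48. This is consistent with the spread between the sets limiting the count in the reported fit. In simulated data limma made 144 correct calls at this sample size with differing sets, where 200 genes were changed by 2 on the log2 scale. This shows that many changes of that size can be found with 5 libraries per group. The number and size of the real changes are not known, so it cannot tell whether the number of libraries also limits the count of 9.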

Differences from the paper's values

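The paper reports 1138 differentially expressed genes, of which 604 were lower and 534 higher, where limma on the normalized counts of all 10 libraries gave 9, 8 and 1. None of the alternatives set before the data were examined came within 1.5 times of these counts, the nearest being DESeq2 with default parameters, which gave 374, 209 and 165. Under 3 settings chosen after seeing the values, the counts came within that range. DESeq2 with a term for replicates 1 to 3 against 4 and 5 gave 1152 genes, 608 lower and 544 higher, DESeq2 with the replicate block gave 921, 494 and 427, and DESeq2 on replicates 1 to 3 gave 1354, 648 and 706.

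The log2 fold change of *Mgp* was -5.57, against the paper's value of about -9.9 in Supplemental Figure 8B, read by eye. Of the alternatives set before the data were examined, leaving out the library labelled *Mgp*-KO 4 gave -6.86 and leaving out *Mgp*-KO 5 gave -6.71. Both were within the spread of the replicates (SD 3.95), and a pseudocount of 0.5, at -5.95, lay at its edge. The others did not reach it, with -2.08 in DESeq2 with default parameters and -2.11 in edgeR. That spread is wide because the libraries labelled *Mgp*-KO hold between 0 and 309 *Mgp* reads, so it is a loose measure. Among settings chosen after seeing the values, limma on replicates 1 to 3 gave -8.43, DESeq2 on replicates 1 to 3 gave -9.95, DESeq2 with the set term gave -6.96 and DESeq2 with the block gave -6.78. With 0, 1 and 1 *Mgp* reads in the libraries labelled *Mgp*-KO 1 to 3, the fold changes on replicates 1 to 3 are set by the pseudocount or the model, and the reads give only a bound, at least 207-fold lower.

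The -log10 of the unadjusted p of *Scd1* was 4.85 in limma, against the paper's value of about 74 in Supplemental Figure 8B, read by eye. For *Fasn* it was 5.43 against about 51 and for *Adrb3* it was 3.76 against about 50, in Supplemental Figure 8B, read by eye. None of the alternatives set before the data were examined closed these gaps. DESeq2 on replicates 1 to 3, chosen after seeing the values, gave 74.3, 50.8 and 49.6. That fit also gave log2 fold changes of -6.29 for *Gm5514* and 2.98 for *Fos*, against about -6.3 and 3.0 read by eye. These values go with a plot made from replicates 1 to 3, where the paper gives 5 mice per group. The paper's count of 1138 genes was nearer to DESeq2 with the set term (1152) than to this fit (1354). Which libraries the plot rests on is not stated.

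The paper names 7 genes as lower and 7 as higher in its text from RNA-seq. In limma over all libraries, 4 of the lower genes and all 7 of the higher genes were not past the threshold. DESeq2 with default parameters called 6 of the 7 lower and 7 of the 7 higher genes, and DESeq2 with the set term, chosen after seeing the values, called 7 of 7 in each. In limma the replicate block called 6 lower and 4 higher genes, and the set term and replicates 1 to 3, chosen after seeing the values, called 7 lower with 3 and 4 higher genes. The paper states that cell proliferation increased. The 18 proliferation genes here had a mean log2 fold change of -0.34 over all libraries, -0.78 within replicates 1 to 3 and 0.32 within replicates 4 and 5. In the same text blood vessel development is stated to increase, and here those genes had a mean of 0.26 (adjusted p = 0.0111 in camera), with 0.06 within replicates 1 to 3 and 0.57 within replicates 4 and 5.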

Other observations

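The tests in this part of *Gm5514*, of length and GC content, depth and the highest genes, and of splits of the libraries under the set term, in DESeq2 and over gene lists, were chosen only after the result was seen, and the limits that decide the tests of muscle and of immediate early genes were set afterwards.

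The libraries were split in the 16 ways that part every same-numbered pair, the smallest possible share being 6.25%, so that no share under the threshold can be reached. In limma, 1 of the 16 splits, the real one, gave as many as 9 genes, and the highest other split gave 0, where the fits had few calls of any kind. With a set term 1 of the 16 gave as many as 324 (highest other 35), in DESeq2 1 of the 16 gave as many as 374 (highest other 146), and in DESeq2 with a set term 1 of the 16 gave as many as 1152 (highest other 492). Of the 16 splits, 9 gave as many lists as the 11 that passed, with a highest of 18, so the number of lists past the camera threshold does not set the real split apart. Of 74 other splits, which leave some same-numbered libraries in one group, 4 gave as many genes in limma, 3 of them among the 4 splits that put replicates 4 and 5 of both genotypes together. With a set term 0 of these 74 did, the highest having 40 genes.

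Gene length and GC content had little relation to the log2 fold change across all genes, which does not test the 9 called genes themselves. Spearman's rho of the log2 fold change across genes was 0.0823 with transcript length and -0.0149 with GC content, and genes are not independent replicates. Depth did not differ between the groups (two-sided exact permutation test, p = 0.786). The 10 highest genes of each library held 29.6% of the reads in wild type and 33.4% in the libraries labelled *Mgp*-KO (two-sided exact permutation test, p = 0.0317). This share may shift scaled values. Scaling to equal upper quartiles hardly moved them (*Fasn* from -3.86 to -3.87 on the log2 scale) and so does not bear on it. Quantile normalization did move them (*Fasn* to -3.50), and 34 genes passed under it, 28 lower and 6 higher, with the 9 genes of the reported fit among them. The share of the highest genes does not fully explain these 9, and it is not excluded as a part of the difference.

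The mean of the lipogenic genes was lower in all 5 same-numbered pairs. If the groups had been fed differently, the fasting response genes would have risen with the fall in lipogenic genes. Their mean log2 fold change was -0.61, which was not past the threshold (adjusted p = 0.0678 in camera, 0.201 in an exact permutation test), with -0.31 within replicates 1 to 3 and -1.07 within replicates 4 and 5. They were lower in all 5 same-numbered pairs, with an adjusted p of 8.61e-04 in camera within replicates 4 and 5 and 0.607 within replicates 1 to 3. No rise was seen. The libraries of the groups overlapped, so a difference in feeding is not excluded. If the time of collection had differed, clock genes would have shifted. The lowest adjusted p among them was 0.423 in limma without a set term, a fit in which the sets add to the spread. The circadian clock list had a mean of 0.10 (adjusted p in camera 0.679 with the block and 0.610 with the set term). It was at 0.38 within replicates 1 to 3 and -0.33 within replicates 4 and 5. Single clock genes moved in both directions, with 1.61 for *Npas2*, 1.34 for *Arntl* and -0.83 for *Dbp*, none past the threshold in limma. A list mean can hide such opposed changes. These values neither show a shift nor exclude one. Lower *Ucp1* and lower brown adipocyte genes may also follow from a change in the mix of cell types. The general adipocyte genes, with a mean log2 fold change of -0.25, were lower in all 5 same-numbered pairs. They were not past the threshold (adjusted p = 0.0572 in camera, 0.201 in the exact permutation test) and gave no decision.

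Skeletal muscle genes had a median within-group SD of 4.13 on the log2 scale, 8.62 times that of all tested genes (0.480). Muscle attached to the dissected tissue is a candidate explanation for the higher mean of these genes, including *Acta1*, and their mean was not past the threshold (0.62, adjusted p = 0.194 in camera).

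Near *Mgp*, DNA of the strain used to make the knockout could be carried along with the allele. Of 34 tested genes within 5 Mb of *Mgp*, 1 (2.94%) passed in limma with the set term, against 2.36% elsewhere (two-sided Fisher's exact test, p = 0.556), and 18 of 701 did on chromosome 6 (two-sided Fisher's exact test, p = 0.701). The gene was *Eps8*, with a log2 fold change of 1.10. Such small numbers neither show nor exclude an effect of the strain. *Gm5514* was at 3.77, 3.82 and 6.57 normalized counts in the libraries labelled *Mgp*-KO 1 to 3 and at 110.1 and 652 in those labelled 4 and 5, and between 195 and 654 in wild type. Around *Gm5514*, 1 of 33 genes passed (two-sided Fisher's exact test, p = 0.545), which leaves a strain variant there as open as before.

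Several genes measured by quantitative PCR elsewhere in the paper were also counted here in the RNA-seq libraries. Of the genes named below that were tested, 0 passed in limma over all libraries without a further term, and 4 (*Plin1*, *Ucp1*, *Ucp3* and *Dio2*) had an unadjusted p under 0.05. With the replicate block and with the set term, *Ucp1*, *Ucp3* and *Dio2* passed and the others did not. *Adipoq* and *Plin1*, which the paper's quantitative PCR found higher, had log2 fold changes of -0.36 and -1.29, and *Bmp2* and *Bmp7* had -0.18 and -0.44, *Bmp7* being under the filter on low values. Among endothelial genes, *Pecam1*, *Cdh5*, *Flt1* and *Kdr* had 0.41, 0.32, 0.63 and 0.43. *Cd34* and *Cd44* had 0.40 and 0.47, *Pdgfra* had -0.30, and *Nog*, under the filter, had 1.62. Of the 6 thermogenic genes that the paper's quantitative PCR found lower, 5 had a negative log2 fold change, -2.70 for *Ucp1*, -2.11 for *Ucp3*, -3.35 for *Dio2*, -0.36 for *Cox7a1* and -0.16 for *Ppargc1a*, the last of which turned positive in 1 of the fits that left out a library. *Zic1* had 0.51, with 1.37 within replicates 1 to 3 and -0.77 within replicates 4 and 5. *Tfam* and *Nrf1* had -0.35 and 0.46.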
